# *SND2*, a NAC transcription factor gene, regulates genes involved in secondary cell wall development in *Arabidopsis *fibres and increases fibre cell area in *Eucalyptus*

**DOI:** 10.1186/1471-2229-11-173

**Published:** 2011-12-01

**Authors:** Steven G Hussey, Eshchar Mizrachi, Antanas V Spokevicius, Gerd Bossinger, Dave K Berger, Alexander A Myburg

## Abstract

**Background:**

NAC domain transcription factors initiate secondary cell wall biosynthesis in *Arabidopsis *fibres and vessels by activating numerous transcriptional regulators and biosynthetic genes. NAC family member *SND2 *is an indirect target of a principal regulator of fibre secondary cell wall formation, SND1. A previous study showed that overexpression of *SND2 *produced a fibre cell-specific increase in secondary cell wall thickness in *Arabidopsis *stems, and that the protein was able to transactivate the *cellulose synthase8 *(*CesA8*) promoter. However, the full repertoire of genes regulated by *SND2 *is unknown, and the effect of its overexpression on cell wall chemistry remains unexplored.

**Results:**

We overexpressed *SND2 *in *Arabidopsis *and analyzed homozygous lines with regards to stem chemistry, biomass and fibre secondary cell wall thickness. A line showing upregulation of *CesA8 *was selected for transcriptome-wide gene expression profiling. We found evidence for upregulation of biosynthetic genes associated with cellulose, xylan, mannan and lignin polymerization in this line, in agreement with significant co-expression of these genes with native *SND2 *transcripts according to public microarray repositories. Only minor alterations in cell wall chemistry were detected. Transcription factor *MYB103*, in addition to *SND1*, was upregulated in *SND2*-overexpressing plants, and we detected upregulation of genes encoding components of a signal transduction machinery recently proposed to initiate secondary cell wall formation. Several homozygous T4 and hemizygous T1 transgenic lines with pronounced *SND2 *overexpression levels revealed a negative impact on fibre wall deposition, which may be indirectly attributable to excessive overexpression rather than co-suppression. Conversely, overexpression of *SND2 *in *Eucalyptus *stems led to increased fibre cross-sectional cell area.

**Conclusions:**

This study supports a function for *SND2 *in the regulation of cellulose and hemicellulose biosynthetic genes in addition of those involved in lignin polymerization and signalling. SND2 seems to occupy a subordinate but central tier in the secondary cell wall transcriptional network. Our results reveal phenotypic differences in the effect of *SND2 *overexpression between woody and herbaceous stems and emphasize the importance of expression thresholds in transcription factor studies.

## Background

Plant fibres constitute a valuable renewable resource for pulp, paper and bioenergy production [1]. In angiosperms, the two principle sclerenchyma cell types that comprise secondary xylem are xylem vessels, which facilitate the transport of water, and xylary fibres, which provide mechanical strength and which make up the bulk of woody biomass [2]. Wood density and chemical composition, fibre and vessel length, diameter and wall thickness, and even the proportion of axial and radial parenchyma heavily influence pulp yield, digestibility and quality, although the relative importance of each varies from species to species [3,4].

During xylogenesis in angiosperms, fibres differentiate from the vascular cambium, elongate, and deposit a lignified secondary cell wall (SCW). SCW formation is associated with a distinct form of programmed cell death [5,6]. Much research has been devoted to the biosynthesis of SCW biopolymers, namely (in decreasing order of abundance) cellulose [7,8], hemicellulose [9] and lignin [10,11]. Complementing this, in the past six years much of the transcriptional network underlying SCW biosynthesis has been deciphered, mainly exploiting *Arabidopsis thaliana *and the *Zinnia elegans *mesophyll-to-tracheary element *in vitro *transdifferentiation system [12,13]. Genes involved in secondary xylem formation are regulated principally at the transcriptional level, accentuating the central significance of the SCW transcriptional network [14]. Manipulation of transcription factors (TFs) associated with the network presents the potential to enhance fibre properties through altering the regulation of a large number of biosynthetic genes.

Kubo *et al. *[15] first identified NAC domain TFs VASCULAR-RELATED NAC-DOMAIN7 (VND7) and VND6 as "master activators" of SCW formation in proto- and metaxylem vessels, respectively. It was later shown that VND6 and VND7 are functionally redundant, being sufficient for all vessel SCW formation [16,17]. In xylem fibres, a similar transcriptional master switch was identified. NAC family proteins SECONDARY WALL-ASSOCIATED NAC DOMAIN1 (SND1) and NAC SECONDARY WALL THICKENING PROMOTING FACTOR1 (NST1) redundantly activate *Arabidopsis *fibre (and, to some extent, silique valve) SCW formation [18-22]. In other cell types with secondary walls, such as the endothecium of anthers, NST1 was also found to activate SCW development, in this case redundantly with NST2 [23]. Together, these studies support a role for NAC TFs as principal activators of SCW formation in fibres and vessels, acting in distinct combinations in each case.

Several studies suggest that SND1, NST1, VND6 and VND7 activate a conserved, cascading transcriptional network featuring, but by no means limited to, various NAC, MYB and homeodomain TFs (reviewed in [13,24]). SND1, NST1, NST2, VND6 and VND7 regulate an overlapping set of targets [21,25], supported by the ability of NST2, VND6 and VND7 to complement the *snd1 nst1 *double mutant when ectopically expressed in fibre cells [26,27]. For this reason, they have been collectively referred to as secondary wall NACs (SWNs) [26]. Amongst the downstream targets of SWNs, *SND3 *and *MYB103 *are directly activated by SND1/NST1 and VND6/VND7 [21,25-27], although *SND3 *has not consistently been detected as a VND6/VND7 direct target. *SND2 *is indirectly regulated by SND1/NST1 [21,28], but there exists no evidence for regulation by VND6/VND7. Loss- and gain-of-function mutagenesis of *SND2*, but interestingly also that of *SND3 *and *MYB103*, produced a fibre-specific phenotype [21]. Whilst dominant repression [29] drastically reduced fibre-specific SCW thickness, individual overexpression of *MYB103*, *SND2 *and *SND3 *increased SCW thickness in interfascicular and xylary fibres, with no apparent impact on vessels. In stems a reduction in glucose, xylose and mannose cell wall sugars occurred during dominant repression of *MYB103*, *SND2 *or *SND3*. Conversely, all three TFs could transactivate the SCW cellulose-associated *CesA8 *gene promoter, but not representatives of hemicellulose (*IRX9*) or lignin (*4CL1*) biosynthesis [21].

The regulation and function of *SND2 *may differ in herbaceous and woody plants, especially in woody tissues which possess greater proportions of fibre cells than stems of herbaceous plants. This may be facilitated by gene family expansion and specialization in woody plants [30]. As many as four putative *SND2 *orthologs exist in poplar due to significant expansion of the NAC family [31], some paralogs of which may have undergone subfunctionalization in *Populus *[32]. All four putative orthologs were found to be preferentially expressed in developing xylem and phloem fibres [31]. Overexpression of one of the putative orthologs, *PopNAC154*, resulted in a decrease in height and an increase in the proportion of bark to xylem in poplar trees, with no perceptible effect on SCW thickness [31]. This apparent conflict with the *SND2 *overexpression phenotype in *Arabidopsis *[21] illustrates that the regulatory function of SND2 homologs may differ between herbaceous and woody plants.

The observation that *SND2 *overexpression led to enhanced SCW formation in *Arabidopsis *fibres and that it potentially regulates cellulosic genes are important findings, because evidence supports the existence of a similar transcriptional network regulating fibre SCW development in angiosperm trees [13,33,34]. However, several aspects of the biological function of *SND2 *remain to be resolved before the biotechnological potential of the gene can be determined. The global targets of SND2 have not been identified and its position in the transcriptional network has not been established. The finding that SND2 regulates cellulose, but not xylan and lignin biosynthetic genes, was based on a single representative gene from each pathway [21]. A greater knowledge of SND2 targets is required to confidently negate its regulation of hemicellulose and lignin biosynthesis. It is also unclear from the analysis by Zhong *et al. *[21] whether *SND2 *overexpression invariably leads to increased fibre SCW thickness, both in *Arabidopsis *and in woody taxa. Finally, the effect of *SND2 *overexpression on cell wall chemistry has not yet been reported.

We aimed to further characterize the position and regulatory role of *SND2 *in the fibre SCW transcriptional network, and confirm the phenotypic effects of *SND2 *overexpression in *Arabidopsis *and *Eucalyptus *plants. Our objectives were to identify genes that are differentially expressed in *SND2-*overexpressing plants, and determine the overall effect on *Arabidopsis *development and biomass production, as well as fibre SCW formation in *Arabidopsis *and *Eucalyptus*. We describe novel regulatory roles for SND2 in fibre SCW development, and propose a model for the role of SND2 in the transcriptional network regulating SCW formation.

## Results

### Whole-transcriptome expression profiling of *SND2*-overexpressing *Arabidopsis *plants

SND2 was previously shown to transactivate the *CesA8 *gene promoter in *Arabidopsis *protoplasts [21]. In order to identify other genes regulated by SND2 *in planta*, we overexpressed *SND2 *in *Arabidopsis *plants by cloning the *SND2 *coding sequence into the overexpression vector pMDC32 [35]. We introduced the construct into *A. thaliana *Col-0 plants and randomly selected three homozygous T4 lines (A, B, and C), from a pool of T1 transgenic plants herein denoted "SND2-OV". We confirmed that *SND2 *was strongly upregulated in the T4 SND2-OV lines using RT-qPCR analysis (Additional file 1, Figure S1). We then tested the T4 SND2-OV lines for preliminary evidence of *CesA8 *upregulation in lower inflorescence stems using RT-qPCR analysis. Interestingly, line A ("SND2-OV(A)") exclusively showed evidence for *CesA8 *upregulation (not shown), and was therefore selected for transcriptome analysis.

In order to determine which genes were differentially expressed as a result of *SND2 *overexpression in *Arabidopsis *stems, the transcriptome of SND2-OV(A) plants was compared to that of the wild type with respect to the bottom 100 mm of primary inflorescence stems. High quality total RNA (RQI > 9.3) was isolated from three biological replicates of eight-week-old wild type and SND2-OV(A) plant stems, and labelled cDNA hybridized to Agilent 4 × 44k *Arabidopsis *transcriptome arrays. 

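The 8-week arrays compared transcripts in the lower inflorescence stem of SND2-OV(A), which expresses SND2 from a constitutive promoter, with those of the wild type on the same slide. Each of the 3 biological replicates was a pool of 6 plants per genotype. According to the sample labels, the RNA of replicate 1 was hybridized to 2 arrays with the dyes exchanged, replicate 2 carried the line in Cy3 and replicate 3 carried it in Cy5, which gives 4 arrays. The labels state hygromycin selection at 50 µg/ml, whereas the methods give 20 µg/ml for the selection of transgenic seed. The authors extracted features with GenePix Pro and normalized them in limma. The values analysed here are their normalized log2 ratios of SND2-OV(A) over wild type, with every array turned to that direction, for 37685 probes without a missing value. Median log2 ratios of the 4 arrays ranged from -0.112 to 0.03. The array of replicate 1 with the line in Cy5 was the widest, with an SD over probes of 1.007 and a lowest value of -11.03, against SDs from 0.308 to 0.347 for the others. The arrays give ratios only, so the signal of a probe over its background is not known. The 2 arrays of replicate 1 were averaged as technical replicates, and limma was fitted to the 3 replicate ratios of each probe with an adjusted p under 0.05 (Benjamini-Hochberg) and a fold change over 1.5 as thresholds. Across probes, which are not independent, the Pearson correlation was 0.0879 between the dye-swapped arrays of replicate 1. It was 0.283 and 0.0977 between arrays of different replicates with the same dye orientation and 0.0236, 0.0473 and -0.114 between those with opposite orientations. The annotation used here names the gene of 7440 probes, and 7628 are named once those identified through Additional files 2 and 4 are added, which list them because they were called differentially expressed. The remaining 30057 probes carry no gene name, so that a gene list below covers its named members only.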

Significantly differentially expressed genes (DEG) were identified as those with an experiment-wise false discovery rate below 0.05 and fold change > |±1.5|. This analysis identified a total of 155 upregulated and 68 downregulated genes in SND2-OV(A) relative to the wild type (Additional file 2).

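The named genes that differed most steadily from the wild type at 8 weeks belong to varied processes. Among the highest were FDM4 (AT1G13790), of a family involved in RNA-directed DNA methylation, with a log2 ratio of 1.15 ± 0.03 (SD, n = 3), and BIN4 (AT5G24630), a component of the topoisomerase VI complex, with 1.35 ± 0.21. PLE (AT5G51600), a microtubule-associated protein of cytokinesis, had a log2 ratio of 1.06 ± 0.10, and the NAC transcription factor gene NAC103 (AT5G64060) one of 1.02 ± 0.04. Among the lowest were MRD1 (AT1G53480) at -2.37 ± 0.37, MLP28 (AT1G70830) at -1.26 ± 0.40 and the exportin gene XPO1B (AT3G03110) at -0.80 ± 0.08. Each of these genes had the same sign in all 3 replicates. They were ranked among the 7628 named probes only, and all but XPO1B are named only through Additional files 2 and 4. In limma 0 of the 37685 probes had an adjusted p under 0.05, and the smallest adjusted p was 0.44. An unadjusted p under 0.05 was found for 1319 probes, where an exact fit would give 1884 if no probe differed. The fit has no dye term, and replicates 2 and 3 carried the line in opposite dyes, so dye effects widen the spread and can lower this count. In simulated data this fit called 2.5% of probes changed by a log2 ratio of 1, so 0 calls do not show that no gene differed. By size alone, 172 probes were over 1.5-fold higher and 1041 over 1.5-fold lower, and of these 105 and 648 kept one sign in every replicate. Without the wide array of replicate 1 these counts were 183 and 800, with 110 and 584 of one sign. Of the 223 probes of Additional file 2, 157 kept one sign in every replicate and 159 were most changed in replicate 3. The median log2 ratio in the listed direction was 0.68 in replicate 1, 0.41 in replicate 2 and 1.29 in replicate 3. As the study chose this list on the same samples, its direction is not independent evidence, and 115 probes passed when adjusted over the list alone (141 at an unadjusted p under 0.05). Early stress genes also stood high in replicate 3. XTH22 (AT5G57560), a touch-induced xyloglucan endotransglucosylase, had a log2 ratio of 3.82 there, and the median of the 5 measured genes of touch and early stress was 2.47 in replicate 3, -0.50 in replicate 1 and -0.03 in replicate 2. Of these 5, from a list of 26, only ORA47 (AT1G74930) is named by the annotation. It stood at 3.74 in replicate 3, -1.65 in replicate 1 and 0.27 in replicate 2. The others are named only through Additional files 2 and 4, so that this median is not independent of that choice.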

In order to identify overrepresented gene ontology (GO) classes amongst the DEGs, the GOToolBox resource [36] was interrogated with a hypergeometric test (Benjamini and Hochberg correction) using The *Arabidopsis *Information Resource [37] annotation set. Significantly enriched biological processes (*P *< 0.01) revealed a predominant role of the DEGs in (secondary) cell wall organization and biogenesis, carbohydrate metabolism, signalling and response to stimulus (Additional file 3, Table S1).

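Genes of cell wall biosynthesis were mostly higher in SND2-OV(A) than in the wild type at 8 weeks. Of 7 genes for cellulose of the secondary wall, the 6 measured were higher, with a median log2 ratio of 0.74 (0.33 without replicate 3), but only TBR (AT5G06700), at 0.05 ± 0.38 (SD, n = 3), is named independently of Additional file 2. COB (AT5G60920), an anchored protein of primary wall cellulose and the only measured member of its list of 10, had a log2 ratio of 0.00 ± 0.23. All 7 measured genes of a list of 21 for wall expansion were higher, with EXPA4 (AT2G39700), an expansin, at 0.38 ± 0.19 and XTH18 (AT4G30280) at 0.60 ± 0.55. Of these 7, 4 were higher in all 3 replicates. EXPA15, XTH18 and XTH22 are named only through Additional file 2, and the 4 named by the annotation had a median log2 ratio of 0.26. Of 15 tubulin genes 8 were measured and 7 were higher, led by TUA2 (AT1G50010) at 0.55 ± 0.31, while TUA3 (AT5G19770) lay at -0.00 ± 0.42 and above 0 once arrays were centred or scaled. All 5 measured genes of a list of 25 for xylan were higher, but PGSIP1 and GXM1 are named only through Additional file 2. In limma 0 genes of these lists passed over all probes, and at an unadjusted p under 0.05 there were 2 for secondary wall cellulose, 3 for wall expansion, 1 for tubulins and 2 for xylan. Adjusted over the list alone, 1 xylan gene passed and 0 in the other lists. That gene, PGSIP1, is named only through Additional file 2. With genes named by the annotation only, 0 xylan genes passed adjusted over the list alone. At an unadjusted p under 0.05 there were then 0 for secondary wall cellulose, 1 for wall expansion, 1 for tubulins and 1 for xylan. Tested as sets with camera at a preset correlation of 0.01, on genes named by the annotation only, the 3 xylan genes (adjusted p = 0.00218), the 4 wall expansion genes (adjusted p = 0.00156) and the 8 tubulin genes (adjusted p = 9.42e-05) were higher than other genes. With an estimated correlation none of these calls held (adjusted p = 0.213, 0.119 and 0.119). The xylan call also ended without replicate 3 (adjusted p = 0.103 in camera). The test of GO classes was not repeated, because most probes carry no gene name.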

### Identification of putative SND2 targets

*SND2 *is preferentially expressed in xylem [21,38]. We hypothesized that targets of SND2 would be co-expressed with endogenous *SND2 *transcripts. The tissue-specific expression of DEGs identified in SND2-OV(A) (fold change > |±1.5|) was explored by observing the expression patterns across selected *Arabidopsis *tissues using the Genevestigator V3 [39] anatomy clustering tool. At the time of analysis, the Genevestigator database totalled 374 publicly available microarray studies for *Arabidopsis*, encompassing 6290 samples. Of 223 genes in our SND2-OV(A) dataset, 190 were represented by unique probe sets on high quality ATH1 22k arrays. We examined the endogenous expression of these genes across 26 tissues based on results from 4422 arrays, and subjected the genes to hierarchical clustering according to their absolute expression profiles. The majority of genes did not conform to a single expression pattern, with only ~9% of the genes displaying expression profiles clearly resembling that of native *SND2 *transcript, i.e. with preferential expression in SCW-containing tissues (Additional file 1, Figure S2). Thus, the majority of genes differentially expressed as a result of *SND2 *overexpression were not generally associated with SCW-containing tissues.

Novel targets arising from ectopic overexpression of cell wall-associated NAC TFs have been reported previously [40]. It is possible that a similar phenomenon occurred in our study, since the bulk of the sampled transgenic stems comprised tissues where *SND2 *is not naturally expressed. This may explain the small proportion of DEGs that were co-expressed with *SND2 *in Additional file 1, Figure S2. To avoid this possibility, we stringently defined the putative authentic targets of *SND2 *as those that were also a subset of SND1-regulated genes, the latter identified by microarray analysis of *SND1*-overexpressing *Arabidopsis *plants by Ko *et al. *[28]. The age of the plants in the cited study (~8.5 weeks) and the tissue sampled (lower 50 mm of the inflorescence stem) was similar to our experiment. *SND2*, a known indirect target of SND1 [21], was the most strongly upregulated TF in the SND1-overexpressing plant stems [28], further justifying our approach.

We extracted genes common to the Ko *et al. *[28] data and our significant SND2-OV(A) microarray data, without fold-change filtering. 

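The measured genes that the study shares with SND1-overexpressing stems lay on the side of the wild type listed for them at 8 weeks. SND2 aside, 42 of the 74 genes of Table 1 had a named probe, 18 of them named by the annotation and the others through Additional file 2. The 33 of them listed as upregulated were all higher, with a median log2 ratio of 0.66 (0.35 without replicate 3), and 23 were higher in all 3 replicates. The 9 listed as downregulated were all lower, with a median of -0.76 (-0.50 without replicate 3), and 6 were lower in all 3 replicates. The largest decrease was that of PELPK1 (AT5G09530), a hydroxyproline-rich cell wall protein, with a log2 ratio of -1.63 ± 0.90 (SD, n = 3), and NATA1 (AT2G39030), an acetyltransferase, had -0.85 ± 0.58. The tetraspanin gene TET7 (AT4G28050) had 0.71 ± 0.73. The spread between replicates was wide, since the genes listed as upregulated had a median of 0.56 in replicate 1, 0.09 in replicate 2 and 1.247 in replicate 3. The study chose these genes on the same samples, so that their direction is not independent evidence. In limma 0 of the 42 passed over all probes, 0 passed adjusted over the list alone, and 21 had an unadjusted p under 0.05. As a set in camera, the 18 genes named by the annotation had a mean log2 ratio of 0.29 (adjusted p = 2.92e-06 with the preset correlation). The 14 of them listed as upregulated were higher and the 4 listed as downregulated were lower, so this mean holds both directions. The call was lost with an estimated correlation (adjusted p = 0.264).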

Seventy five genes were shared between the two datasets, herein denoted "SND2∩Ko", ~79% of which were regulated in a consistent direction (Table 1). 

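The measured secondary wall genes of Table 1 were all higher than in the wild type at 8 weeks. The 12 measured of the 17 genes for secondary cell wall biosynthesis and cell wall modification were all higher in all 3 replicates, with a median log2 ratio of 0.75 (0.38 without replicate 3). Of the 12 only IRX15 is named independently of Additional file 2, which holds genes over 1.5-fold, so that their direction was set by that choice. The measured genes of lipid metabolism (2), transcription (1) and the cytoskeleton (1) also kept their listed direction in all 3 replicates. Both measured genes of carbohydrate metabolism were higher, the glycosyl hydrolase gene AT5G35740 at 0.65 ± 0.59 (SD, n = 3) and the pectate lyase gene AT1G04680 at 0.65 ± 0.59. Stress response genes went both ways, with the peroxidase genes PER64 (AT5G42180) at 0.73 ± 0.90 and AT2G37130 at 0.38 ± 0.34 and the osmotin gene OSM34 (AT4G11650) at -0.76 ± 0.67. Of the 6 measured genes of unknown function, 5 were higher, such as AT3G22540 at 0.66 ± 0.53, and STR18 (AT5G66170) was lower at -0.45 ± 0.27. For the secondary wall genes the median was 0.60 in replicate 1, 0.14 in replicate 2 and 1.48 in replicate 3. Of these 12 genes limma called 0 over all probes and 1 adjusted over the list alone, a list that is not independent evidence, and 8 had an unadjusted p under 0.05. The paper reasons that authentic SND2 targets lie within the genes regulated by SND1, and defines the shared genes as putative targets of SND2. As further grounds it gives co-expression with SND2, expression in tissues with secondary walls and activation of wall gene promoters by a poplar co-ortholog.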

Amongst them, genes involved in transcription, (secondary) cell wall biosynthesis, cell wall expansion and modification, carbohydrate metabolism, stress response and proteins of unknown function were prominent (Table 1). 

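The measured enzymes of monolignol biosynthesis, the pathway from phenylalanine to the lignin monomers, stood close to the wild type at 8 weeks. HCT (AT5G48930), a hydroxycinnamoyltransferase, had a log2 ratio of 0.04 ± 0.30 (SD, n = 3), less than its spread between replicates. CCR2 (AT1G80820), a cinnamoyl-CoA reductase, had -0.20 ± 0.04 and was lower in all 3 replicates. These were the only measured members of a list of 18 genes of the pathway. In limma 0 of the 2 passed over all probes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. The other 16 genes, the PAL genes, C4H and 4CL1 among them, have no probe with a name here and were not analysed.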

There was notably no differential expression of monolignol biosynthetic genes.

**Table 1:** Subset of SND1-regulated genes [28] also significantly differentially expressed in stems of eight-week-old SND2-OV(A) plants relative to wild type (SND2∩Ko).

Locus	Description	Fold change	*P*-value^a^
**Transcription^b^**			
AT4G28500	ANAC073/SND2 (*Arabidopsis *NAC domain containing protein 73); transcription factor	> 100.00^c^	0.00E+00
AT1G63910	MYB103 (MYB DOMAIN PROTEIN 103); DNA binding/transcription factor	1.83	1.13E-11
AT1G52890	ANAC019 (*Arabidopsis *NAC domain containing protein 19); transcription factor	1.44	3.07E-04
AT1G32770	ANAC012/NST3/SND1 (*ARABIDOPSIS *NAC DOMAIN CONTAINING PROTEIN 12); transcription factor	1.42	6.93E-04
AT4G17245	Zinc finger (C3HC4-type RING finger) family protein	1.36	4.97E-03
AT5G13330	RAP2.6L (related to AP2 6L); DNA binding/transcription factor	1.36	4.87E-03
**Secondary cell wall biosynthesis and cell wall modification**			
AT2G03090	EXPA15 (EXPANSIN A15)	2.03	3.60E-16
AT5G44030	CESA4 (CELLULOSE SYNTHASE 4); transferase, transferring glycosyl groups	1.84	7.91E-12
AT5G60490	FLA12 (fasciclin-like arabinogalactan-protein 12)	1.83	1.37E-11
AT2G38080	IRX12/LAC4 (laccase 4); copper ion binding/oxidoreductase	1.77	2.51E-10
AT5G17420	CesA7/IRX3 (IRREGULAR XYLEM 3, MURUS 10); cellulose synthase	1.73	1.25E-09
AT5G03170	FLA11 (fasciclin-like arabinogalactan-protein 11)	1.72	2.80E-09
AT5G03760	CSLA09 (RESISTANT TO AGROBACTERIUM TRANSFORMATION 4); transferase, transferring glycosyl groups	1.66	4.33E-08
AT4G18780	CESA8 (CELLULOSE SYNTHASE 8); cellulose synthase/transferase, transferring glycosyl groups	1.63	1.33E-07
AT5G15630	COBL4/IRX6 (COBRA-LIKE4)	1.62	2.12E-07
AT5G60020	LAC17 (laccase 17); copper ion binding/oxidoreductase	1.59	7.44E-07
AT3G18660	PGSIP1 (PLANT GLYCOGENIN-LIKE STARCH INITIATION PROTEIN 1); transferase, transferring glycosyl groups	1.58	1.21E-06
AT3G50220	IRX15; domain of unknown function 579 (DUF579)-containing protein	1.55	3.97E-06
AT5G54690	GAUT12/IRX8/LGT6 (GALACTURONOSYLTRANSFERASE 12); polygalacturonate 4-alpha-galacturonosyltransferase	1.39	1.81E-03
AT5G59290	UXS3 (UDP-GLUCURONIC ACID DECARBOXYLASE)	1.38	2.66E-03
AT1G19300	GATL1/GLZ1/PARVUS (GALACTURONOSYLTRANSFERASE-LIKE 1); polygalacturonate 4-alpha-galacturonosyltransferase	1.33	1.08E-02
AT5G01360	TBL3; domain of unknown function 231 (DUF231)-containing protein	1.31	2.08E-02
AT1G27440	GUT2/IRX10 (glucuronoxylan glucuronosyltransferase)	1.30	2.57E-02
**Signal transduction**			
AT3G16920	CTL2 (Chitinase -like protein 2)	1.71	4.23E-09
AT1G09440	Protein kinase family protein	1.47	1.21E-04
AT3G15050	IQD10 (IQ-domain 10); calmodulin binding	1.46	1.68E-04
AT1G27380	RIC2 (ROP-INTERACTIVE CRIB MOTIF-CONTAINING PROTEIN 2)	1.43	4.07E-04
AT1G56720	Protein kinase family protein	1.41	9.28E-04
AT1G08340	Rho GTPase activating protein, putative	1.38	2.29E-03
AT2G36570	Leucine-rich repeat transmembrane protein kinase, putative	1.32	1.47E-02
**Carbohydrate metabolism**			
AT5G35740	Glycosyl hydrolase family protein 17	1.57	2.54E-06
AT1G04680	Pectate lyase family protein	1.57	2.11E-06
AT4G36360	BGAL3 (beta-galactosidase 3); beta-galactosidase	1.45	2.66E-04
AT1G19940	GH9B5 (GLYCOSYL HYDROLASE 9B5); hydrolase, hydrolyzing O-glycosyl compounds	1.41	1.09E-03
**Abiotic and biotic stress response**			
AT5G42180	Peroxidase 64 (PER64) (P64) (PRXR4)	1.66	4.29E-08
AT1G72060	Serine-type endopeptidase inhibitor	1.52	1.59E-05
AT4G27410	RD26 (RESPONSIVE TO DESSICATION 26)	1.37	3.20E-03
AT2G37130	Peroxidase 21 (PER21) (P21) (PRXR5)	1.29	3.47E-02
AT4G23690	Disease resistance-responsive family protein/dirigent family protein	-1.34	7.80E-03
AT1G68850	Peroxidase, putative	-1.41	1.08E-03
AT4G11650	OSM34 (OSMOTIN 34)	-1.69	8.89E-09
AT5G24780	VSP1 (VEGETATIVE STORAGE PROTEIN 1); acid phosphatase	-2.38	3.08E-24
**Cytoskeleton**			
AT1G50010	TUA2 (tubulin alpha-2 chain)	1.47	1.26E-04
AT5G23860	TUB8 (tubulin beta-8)	1.36	4.58E-03
**One-carbon metabolism**			
AT3G23810	SAHH2 (S-ADENOSYL-L-HOMOCYSTEINE (SAH) HYDROLASE 2); adenosylhomocysteinase	1.41	9.68E-04
**Lipid metabolism**			
AT1G29670	GDSL-motif lipase/hydrolase family protein	1.28	4.39E-02
AT1G21360	GLTP2 (GLYCOLIPID TRANSFER PROTEIN 2)	-1.77	1.99E-10
**Wax biosynthesis**			
AT1G02205	CER1 (ECERIFERUM 1)	1.35	2.04E-03
**Unknown function**			
AT3G22540	Unknown protein	1.58	1.50E-06
AT1G33800	Unknown protein	1.55	4.24E-06
AT4G27435	Unknown protein	1.43	5.42E-04
AT5G64190	Unknown protein	1.42	6.86E-04
AT5G61340	Unknown protein	1.39	1.63E-03
AT1G07120	Unknown protein	1.32	1.47E-02
AT1G03820	Unknown protein	1.32	1.88E-02
AT1G24600	Unknown protein	-1.33	1.29E-02
AT5G66170	Unknown protein	-1.36	4.29E-03
**Unassigned**			
AT1G55330	AGP21 (ARABINOGALACTAN PROTEIN 21)	1.71	4.63E-09
AT4G28050	TET7 (TETRASPANIN7)	1.64	1.16E-07
AT3G54040	Photoassimilate-responsive protein-related	1.62	2.52E-07
AT2G41250	Haloacid dehalogenase-like hydrolase superfamily protein	1.57	2.23E-06
AT5G44130	FLA13 (FASCICLIN-LIKE ARABINOGALACTAN PROTEIN 13 PRECURSOR)	1.44	3.97E-04
AT2G05540	Glycine-rich protein	1.43	4.36E-04
AT3G62020	GLP10 (GERMIN-LIKE PROTEIN 10); manganese ion binding/metal ion binding/nutrient reservoir	1.40	1.46E-03
AT5G10430	AGP4 (ARABINOGALACTAN-PROTEIN 4)	1.38	2.29E-03
AT3G52370	FLA15 (FASCICLIN-LIKE ARABINOGALACTAN PROTEIN 15 PRECURSOR)	1.37	4.03E-03
AT2G05380	GRP3S (GLYCINE-RICH PROTEIN 3 SHORT ISOFORM)	1.37	3.58E-03
AT2G22170	Lipid-associated family protein	1.35	7.62E-03
AT1G72230	Plastocyanin-like domain-containing protein	1.32	1.70E-02
AT4G04460	Aspartyl protease family protein	-1.29	4.11E-02
AT1G76790	O-methyltransferase family 2 protein	-1.39	1.94E-03
AT3G28220	Meprin and TRAF homology domain-containing protein/MATH domain-containing protein	-1.60	5.82E-07
AT4G25010	Nodulin MtN3 family protein	-1.64	1.00E-07
AT2G39030	GCN5-related N-acetyltransferase (GNAT) family protein	-1.80	4.90E-11
AT5G09530	Hydroxyproline-rich glycoprotein family protein	-3.09	1.31E-41

^a^Adjusted *P*-value according to False Discovery Rate (FDR) method

^b^Genes are categorized by Gene Ontology classification according to The *Arabidopsis *Information Resource www.arabidopsis.org, unless otherwise described in the main text.

^c^Transgene. The fold change is likely an underestimate of the actual value because this target displayed a saturated hybridization signal

We independently assessed the possible function of *SND2 *by identifying genes co-expressed with native *SND2 *transcript from the AtGenExpress Plus Extended Tissue Set public microarray data using Expression Angler [41], employing a stringent Pearson correlation coefficient threshold (R > 0.90). Genes associated with SCW biosynthesis (e.g. secondary wall *CesAs*, *IRX *genes) as well as TFs previously implicated in SCW regulation (*MYB103*, *SND1*), were amongst the 31 genes found to be co-expressed with *SND2 *(Table 2), supporting a role of *SND2 *in SCW regulation. 

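Genes whose transcripts accompany SND2 across tissues, chosen by the study from public arrays, were mostly higher in SND2-OV(A) at 8 weeks. Of the 31 genes of Table 2, 16 had a named probe, 15 of them were higher and 11 were higher in all 3 replicates, with a median log2 ratio of 0.69 (0.33 without replicate 3). Of the 16, 10 are named only through Additional file 2, and the 6 named by the annotation had a median of 0.344 (0.112 without replicate 3), with 2 higher in all 3 replicates. The 13 that also stand in Table 1 were all higher (median 0.71), among them AT4G27435 at 0.51 ± 0.52 (SD, n = 3) and AT1G07120 at 0.40 ± 0.65, both listed with unknown function, and their direction is not independent evidence, since the study chose them on these samples. The 3 that do not stand in Table 1 had a median of 0.156 (-0.053 without replicate 3), with AT1G22480 at 0.16 ± 0.87 and AT1G80170 at -0.06 ± 0.88. Of these 16, limma called 0 over all probes and 0 adjusted over the list alone, and 7 had an unadjusted p under 0.05. By camera the 6 genes named by the annotation had a mean log2 ratio of 0.32 and 5 were higher (adjusted p = 0.000949 at the preset correlation), but the adjusted p = 0.277 with an estimated correlation. Without replicate 3 their mean log2 ratio was 0.10 and the adjusted p = 0.0971 in camera.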

22 of the genes were differentially expressed in the SND2∩Ko data (Table 2).

**Table 2:** Genes tightly co-expressed with endogenous *SND2 *transcript.

Co-expressed gene	R-value	Description	SND2∩Ko
PGSIP1 (AT3G18660)	0.980	Plant glycogenin-like starch initiation protein 1	√
IQD10 (AT3G15050)	0.979	Calmodulin-binding protein	√
MYB103 (AT1G63910)	0.973	Secondary cell wall-associated transcription factor	√
IRX8 (AT5G54690)	0.972	Galacturonosyltransferase 12	√
COBL4 (AT5G15630)	0.972	COBRA-like protein	√
IRX15 (AT3G50220)	0.967	DUF579 protein required for normal xylan synthesis	√
IRX15-L (AT5G67210)	0.963	DUF579 protein required for normal xylan synthesis	
CesA7 (AT5G17420)	0.962	Secondary cell wall cellulose synthase protein	√
GLP10 (AT3G62020)	0.959	Germin-like protein 10	√
FLA11 (AT5G03170)	0.958	Fasciclin-like arabinogalactan protein	√
LAC4 (AT2G38080)	0.955	IRREGULAR XYLEM 12	√
LAC2 (AT2G29130)	0.953	Laccase	
AT1G08340	0.952	Rho GTPase activating protein	√
CTL2 (AT3G16920)	0.951	Chitinase-like protein 2	√
AT1G80170	0.950	Pectin lyase-like superfamily protein	
AT2G41610	0.950	Unknown protein	
SND1 (AT1G32770)	0.948	Secondary cell wall-associated transcription factor	√
RIC2 (AT1G27380)	0.948	ROP-interactive CRIB motif-containing protein	√
MAP65-8 (AT1G27920)	0.941	Microtubule-associated protein	
AT1G07120	0.938	Unknown protein	√
AT2G31930	0.936	Unknown protein	
CesA4 (AT5G44030)	0.934	Secondary cell wall cellulose synthase protein	√
AT4G27435	0.934	Protein of unknown function (DUF1218)	√
AT1G22480	0.933	Cupredoxin superfamily protein	
IRX10 (AT1G27440)	0.929	Glucuronoxylan glucuronosyltransferase	√
CesA8 (AT4G18780)	0.926	Secondary cell wall cellulose synthase protein	√
RWA3 (AT2G34410)	0.915	Polysaccharide O-acetyltransferase	
AT4G28380	0.915	Leucine-rich repeat (LRR) family protein	
LAC17 (AT5G60020)	0.914	Laccase	√
PARVUS (AT1G19300)	0.904	Polygalacturonate 4-α-galacturonosyltransferase	√
TBL3 (AT5G01360)	0.902	DUF231 protein involved in cellulose biosynthesis	√

Expression Angler [41] was used to find co-expressed genes in the AtGenExpress Plus Extended Tissue Set microarray data. The R-value represents the Pearson correlation coefficient of co-expression, set to a threshold of R > 0.90. Co-expressed genes that were also differentially expressed in the SND2∩Ko subset of *SND2 *overexpression data (Table 1) are indicated in the far right column.

The seventy five SND2∩Ko genes represented on the ATH1 22k array were subjected to hierarchical clustering across the Genevestigator V3 *Arabidopsis *anatomy database [39] as before to analyze their tissue specificity. Unique probe sets were found for all but one gene (AT5G24780). One cluster (a) contained 31 genes preferentially expressed in a similar fashion to *SND2*, namely in inflorescence nodes and stem, rosette stem and xylem, and silique (Figure 1). Another cluster of 13 genes (b) appeared to exhibit preferential expression in inflorescence stems and nodes, rosette stems, and occasionally seedling hypocotyls, root steles and anther-containing stamens, all of which contain SCWs to some degree. Thus, compared to the original SND2-OV(A) dataset, a much higher percentage (59%) of genes in the SND2∩Ko dataset displayed preferential expression in tissues containing SCWs. Combined with the AtGenExpress co-expression analysis, these data support the role of *SND2 *in SCW regulation and the validity of the SND2∩Ko dataset as the most likely direct or indirect targets of SND2.

**Figure 1:**
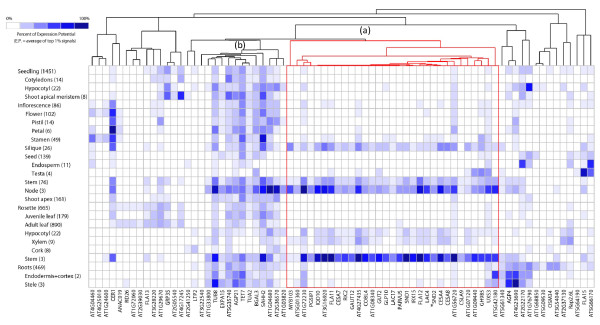
**Absolute transcript abundance of SND2∩Ko genes represented on ATH1 22k arrays in *Arabidopsis *tissues and organs**. Genevestigator V3 [39] was used for microarray data mining, and the anatomical cluster analysis tool was used to visualize and cluster the genes according to their tissue-specific expression patterns. Tissues/organs are staggered hierarchically, and the number of arrays on which the data are based is indicated in parentheses. Absolute transcript values are expressed as a percentage of their expression potential (E.P.), where E.P. is the mean of the top 1% of hybridization signals for a given probe set across all arrays. Cluster (a), highlighted in red, is comprised of 31 genes, including *SND2 *(*), which displayed preferential expression in tissues and organs where *SND2 *is expressed. Cluster (b) encompasses of 13 genes which displayed preferential expression in inflorescence stems and nodes, rosette stems, and in some cases the stamen, seedling hypocotyl and/or vasculature (stele) of roots.

The microarray results were validated by RT-qPCR analysis. We profiled fifteen genes based on the microarray RNA isolated from stems of eight-week-old SND2-OV(A) and wild type plants (Figure 2). 

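Of the 15 genes of Figure 2, 13 were higher and 2 were lower in the microarray data of 8-week-old stems, each by more than 1.5-fold. The cellulose synthase genes of the secondary wall, CesA4 (AT5G44030), CesA7 (AT5G17420) and CesA8 (AT4G18780), had log2 ratios of 0.88 ± 0.96, 0.79 ± 0.75 and 0.71 ± 0.74 (SD, n = 3). The expansin gene EXPA15 (AT2G03090) had 1.03 ± 0.84, COBL4 (AT5G15630), a COBRA-like protein of cellulose deposition, 0.70 ± 0.46, and the arabinogalactan protein gene AGP21 (AT1G55330) 0.77 ± 1.15. The most steady increases were those of AT1G20120 at 2.35 ± 0.73 and AT5G11410 at 1.53 ± 0.37. The storage protein gene VSP1 (AT5G24780), a jasmonate response gene, was lower at -1.245 ± 1.102, and AT3G01345 at -2.88 ± 0.48. Of the 13 higher genes 11 were so in all 3 replicates, and both lower genes were lower in all 3. Replicate 3 was the highest for 11 of the 15 genes and replicate 2 the lowest for 11. The median over the 15 genes was 0.56 in replicate 1, 0.09 in replicate 2 and 1.62 in replicate 3. In limma 0 genes passed over all probes, 3 passed adjusted over the list alone and 9 had an unadjusted p under 0.05. The genes were chosen by the study from these arrays, so that their direction on the arrays is not independent evidence.

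**Figure D1:**
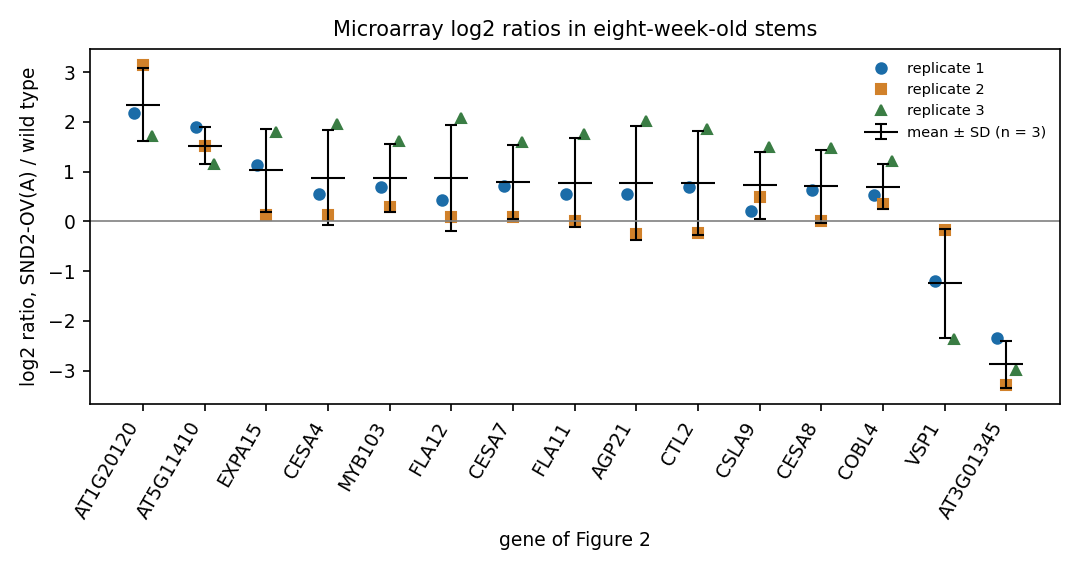
Microarray log2 ratios of SND2-OV(A) over wild type (vertical axis) for the 15 genes of Figure 2 (horizontal axis) in 8-week-old stems, with one symbol per biological replicate and the mean ± SD of the 3 replicates in black. Replicate 3 lies highest for 11 genes, and only VSP1 and AT3G01345 lie below 0 on average.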

All RT-qPCR profiles agreed with the microarray data, and seven genes were significantly (*P *< 0.05) upregulated (including *CesA4*, *EXPA15*, *FLA12 *and *MYB103*). 

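The SND2 probe (AT4G28500) gave by far the highest ratio of the 8-week arrays. Its log2 ratio was 6.69 ± 1.28 (SD, n = 3), a fold change of at least 104, and it was the highest probe on each of the 4 arrays. Replicate 1 had 7.25, with 7.17 and 7.34 on its dye-swapped arrays, replicate 2 had 5.23 and replicate 3 had 7.60. The paper notes that the signal of this target was saturated, so that these values are lower bounds and neither their spread nor the order of the replicates is that of the transcript. Its adjusted p = 0.44 in limma over all probes. The SND2 probe is named only through Additional files 2 and 4, and whether it reads transgenic and endogenous transcript alike is not known here. The endogenous transcript was thus not analysed separately.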

We also confirmed that the endogenous *SND2 *transcript showed no significant change in SND2-OV(A) stems, whereas total *SND2 *transcript abundance (the sum of transgenic and endogenous transcripts) in SND2-OV(A) stems was ~180-fold that of the wild type (not shown). We obtained similar results for selected genes from plants grown in an independent trial (Additional file 1, Figure S3).

**Figure 2:**
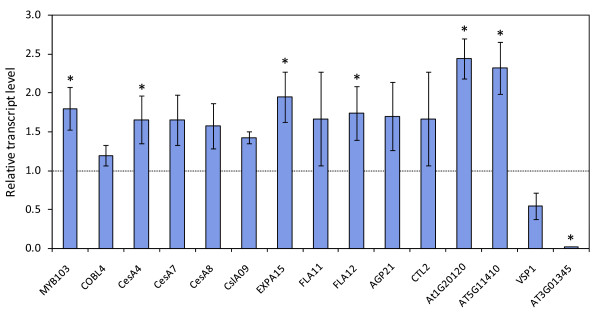
**RT-qPCR analysis of selected genes differentially expressed in inflorescence stems of eight-week-old SND2-OV(A) and wild type plants**. SND2-OV(A) plants were grown alongside the wild type in three biological replicate pairs, with primary stems from six plants pooled per sample. SND2-OV(A) transcript levels were normalized to the wild type in each replicate (assigned a value of 1, for each gene), hence error bars indicate the standard error of the deviation from wild type across biological replicates. Significance was evaluated by a one-tailed paired t-test, in accordance with the expected direction of response for each gene; *P < 0.05.

We were interested in the temporal effect of inflorescence stem development on the putative targets of SND2 when constitutively expressed. 

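For the 4-week experiment, labelled cDNA from younger stems of SND2-OV(A) and the wild type was compared on 4 further arrays, from 3 biological replicates of 10 plants each. By the sample labels, replicate 1 was again hybridized in both dye orientations, replicate 2 carried the line in Cy3 and replicate 3 in Cy5. The labels state hygromycin selection for these plants too, whereas the methods state that no selection was used at this age. The values are normalized log2 ratios for the same 37685 probes, with array medians from -0.072 to 0.063, and they were averaged and fitted as at 8 weeks. The median SD between replicates was 0.232 over probes at 4 weeks and 0.184 at 8 weeks. Arrays of one dye orientation were more alike than arrays of opposite orientations. Across probes the Pearson correlation was 0.0623 for the dye-swapped pair, 0.134 and 0.107 between replicates of one orientation, and -0.176, -0.162 and -0.218 between replicates of opposite orientations. On the array of replicate 1 with the line in Cy3, 2759 probes were over 2-fold lower in the line, and on that of replicate 3 with the line in Cy5, 2023 probes were over 2-fold higher. One sign in all 3 replicates was seen for 16.9% of probes, where chance gives 25% if replicates are independent. A dye effect moves replicates 2 and 3 to opposite sides, which lowers this share.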

We therefore performed a second microarray analysis of SND2-OV(A) and wild type plants at four weeks of age, sampling inflorescence stems that were ~120 mm tall. 

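Few named genes differed steadily from the wild type in 4-week-old stems, and the measured secondary wall genes were not among them. SND2 had a log2 ratio of 3.03 ± 0.32 (SD, n = 3), and AT1G20120 had 2.70 ± 0.42. GMI1 (AT5G24280), a gene induced by DNA damage, stood at 0.93 ± 0.02, and MAF5 (AT5G65080), a MADS-box gene of flowering time, at 1.22 ± 0.30. The lowest were AT3G01345 at -3.63 ± 0.66, AT3G50380 at -2.68 ± 0.14 and MRD1 at -2.58 ± 0.17. Of these, SND2, GMI1, MAF5 and MRD1 are named only through Additional files 2 and 4, and unnamed probes were not ranked. Of secondary wall genes, the 6 measured for cellulose had a median log2 ratio of 0.06, the 5 for xylan 0.10 and the 3 laccases 0.08, and 0 of them lay over 1.5-fold from the wild type. In limma 0 of the 37685 probes passed, and the smallest adjusted p was 0.372. An unadjusted p under 0.05 was found for 374 probes, where an exact fit would give 1884 by chance. The fit has no dye term, so dye effects can lower this count. Of the 45 probes of Additional file 4, which the study chose on these samples and which are therefore not independent evidence, 34 had one sign in all 3 replicates, 28 had an unadjusted p under 0.05 and 27 passed when adjusted over the list alone. Replicate 2 was the most changed for 27 of the 45, and on its array the 5 measured genes of touch and early stress had a median of -2.01, against 1.00 in replicate 1 and -0.23 in replicate 3. Of these 5 only ORA47 is named by the annotation, and the others only through Additional files 2 and 4. The SND2 probe is itself 1 of the 45 of Additional file 4, and 16 probes stand in Additional files 2 and 4 alike, 14 of them in one direction.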

Of the 21 upregulated and 24 downregulated DEGs, no SND2∩Ko candidates were present, nor were any SCW biosynthesis-associated genes (Additional file 4). This result suggests that an additional co-regulator(s), only expressed after four weeks, is required for SND2 to function in fibre SCW regulation.

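The genes of Table 1 lay close to the wild type at 4 weeks and away from it at 8 weeks. All 42 named genes other than SND2 differed more in the listed direction at 8 than at 4 weeks, with a median log2 ratio in that direction of 0.69 at 8 weeks and 0.05 at 4 weeks. At 4 weeks 26 of them had the listed direction, 4 had it in all 3 replicates, and 0 exceeded 1.5-fold. CesA8, for example, had a log2 ratio of 0.12 ± 0.27 (SD, n = 3) at 4 weeks, CesA7 0.08 ± 0.33 and PELPK1 0.03 ± 0.56. SND2 itself was measured at a log2 ratio of 6.69 at 8 weeks, where the paper notes a saturated signal, and 3.03 at 4 weeks, so that the size of its difference is not known. The difference between the ages was tested in one limma fit of all 6 replicates. Of 37685 probes 0 had an adjusted p under 0.05 (the smallest was 1), and 603 had an unadjusted p under 0.05. An exact fit would give 1884 by chance, but this fit has no dye term either, so its count can fall short. Among the Table 1 genes 0 passed over all probes, 0 passed adjusted over the list alone, and 8 had an unadjusted p under 0.05. In camera the 18 genes named by the annotation differed between the ages by a mean log2 ratio of 0.31, with 14 higher at 8 weeks (adjusted p = 3.1e-07 at the preset correlation, adjusted p = 0.0916 with an estimated correlation). The 4 genes not higher at 8 weeks are those listed as downregulated. Because the list was chosen for its 8-week values, this difference is not independent of that choice. Across all probes the mean log2 ratios at the 2 ages had a Pearson correlation of 0.0558. From the absence of these genes among those called at 4 weeks, the paper proposes that SND2 needs a co-regulator that is expressed only at a later age.

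**Figure D2:**
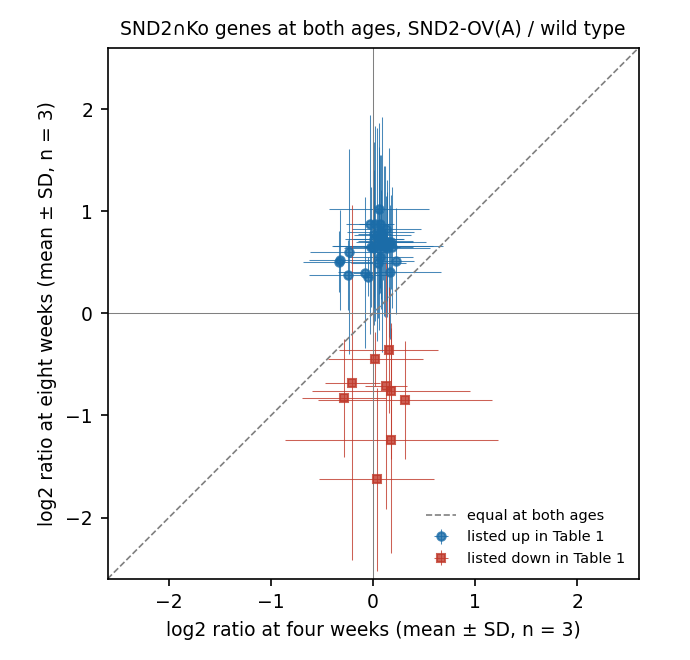
Mean log2 ratios of SND2-OV(A) over wild type at 4 weeks (horizontal axis) and 8 weeks (vertical axis) for the 42 named genes of Table 1 other than SND2, with bars for the SD of 3 replicates, blue circles for genes listed as upregulated and red squares for genes listed as downregulated. All 42 lie farther from 0 in the listed direction at 8 weeks than at 4 weeks, and 0 exceed 1.5-fold at 4 weeks.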

### Effect of *SND2 *overexpression on *Arabidopsis *SCW thickness, biomass and SCW composition

Zhong *et al. *[21] previously reported that *SND2 *overexpression significantly increased SCW thickness in interfascicular fibres (IFs) of *Arabidopsis *inflorescence stems. However, amongst our homozygous SND2-OV lines, scanning electron microscopy (SEM) revealed no significant changes in fibre wall thickness for lines A and B, whilst line C had significantly thinner SCWs than the wild type (Figure 3). These results were reproduced in an independent trial using light microscopy (Additional file 1, Figure S4).

**Figure 3:**
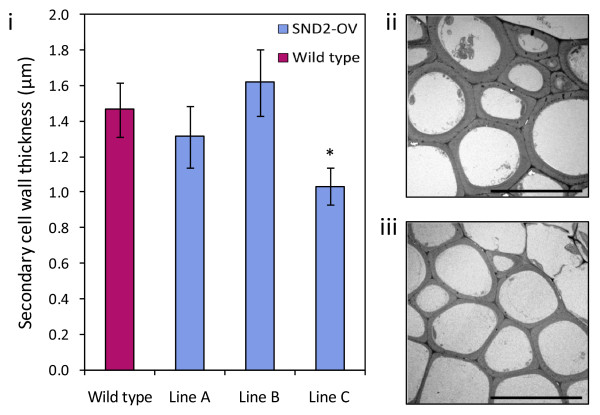
**(i) SCW thickness in IFs of eight-week-old wild type and T4 homozygous SND2-OV lines A, B and C**. Measurements are based on scanning electron micrographs. Error bars indicate the standard error of the mean of three biological replicates (21-42 fibres were measured per line). *Significantly different from wild type according to homoscedastic two-tailed Student's t-test (*P *< 0.02). Transmission micrographs of representative IF regions of wild type and SND2-OV line C stems are shown in **(ii) **and **(iii) **respectively (scale bars = 20 μm).

Fibre SCW thickness was additionally assessed in lower inflorescence stems of seven T1 SND2-OV and eight wild type plants using light microscopy. Representative micrographs are shown in Additional file 1, Figure S5. The T1 lines manifested a significant (21%, *P *< 0.02) decrease in mean IF SCW thickness (Figure 4A) that resembled SND2-OV line C and the *SND2 *dominant repression phenotype reported previously [21]. Combined endogenous and transgenic *SND2 *transcript abundance from T1 plants exceeded that of the wild type plants by ~435-fold, ruling out co-suppression as an explanation for the phenotype (Figure 4B). Although no significant correlation could be found between *SND2 *transcript abundance and SCW thickness, our data confirm that strong *SND2 *overexpression reduces IF SCW thickness.

**Figure 4:**
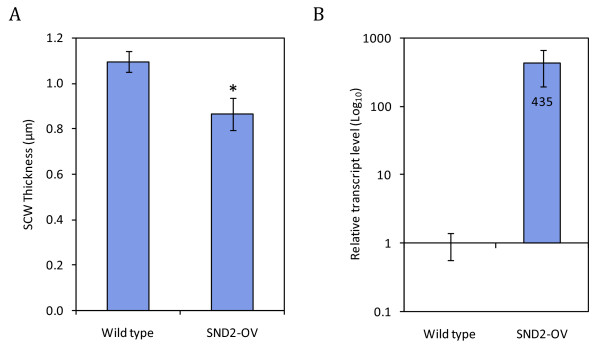
**Effect of *SND2 *overexpression on IF wall thickness in T1 generation stems**. **(A) **Mean SCW thickness in IFs of eight-week-old wild type and T1 generation SND2-OV stems. Representative light microscopy images are shown in Additional file 1, Figure S5. Error bars indicate the standard error of the mean of eight wild type and seven T1 plants (26-48 fibres were measured per plant). *Significantly different from wild type based on homoscedastic two-tailed Student's t-test (*P *< 0.02). **(B) **Corresponding transcript abundance of total *SND2 *transcript in lower stems of six wild type and six SND2-OV T1 plants used for SCW measurements, as measured by RT-qPCR. The primer pair quantifies endogenous and transgenic *SND2 *transcript. Total *SND2 *transcript is ~435-fold relative to the wild type, represented here on a log_10 _scale. Calibrated Normalized Relative Quantity (CNRQ) values were obtained by normalization against three control genes. Error bars indicate the standard error of the mean of six plants.

We hypothesized that *SND2 *overexpression could influence overall inflorescence stem biomass, irrespective of IF SCW thickness. The entire inflorescence stems of eight-week-old T4 SND2-OV lines A, B and C were weighed to determine total biomass yield. Only in the most highly overexpressing line, SND2-OV line C, was biomass significantly different from the wild type, where fresh and dry biomass was decreased (Additional file 1, Figure S6). This was despite the fact that all SND2-OV lines appeared phenotypically normal and exhibited no stunting or dwarfing (results not shown). Biomass profiles in Additional file 1, Figure S6 were in agreement with the IF SCW thickness profile for each respective line (Figure 3), suggesting a direct relationship between IF SCW thickness and biomass yield, and therefore a negative effect of excessive *SND2 *overexpression on biomass yield.

The chemical composition of the inflorescence stems was investigated by Klason lignin analysis and quantification of monosaccharides following complete acid hydrolysis. SND2-OV(A) exhibited a nominal but statistically significant 2.5% relative decrease in total lignin (Table 3, *P *= 0.03). This was likely due to a reduction in insoluble lignin (Table 3). No changes were apparent in the relative abundance of glucose and xylose, and only mannose and rhamnose were significantly increased in line A (*P *< 0.05) by 7.4% and 5.4% respectively (Table 4). We also quantified the chemical composition of SND2-OV line C to investigate SCW composition when fibre wall thickness was reduced. However, no change in lignin or monosaccharide content was detected against the wild type (not shown).

**Table 3:** Klason lignin content of SCW material of T4 SND2-OV(A) stems compared to the wild type control.

Sample	Total lignin (%)	Insoluble lignin (%)	Soluble lignin (%)
SND2-OV(A)	21.06 ± 0.18	15.74 ± 0.20	5.32 ± 0.03
Wild type	21.61 ± 0.21	16.25 ± 0.32	5.43 ± 0.18
*P*-value	0.033	0.074	0.623

Values are expressed as the mean of three biological replicates plus or minus the standard error of the mean. *P*-values are based on paired two-tailed Student's t-tests between SND2-OV(A) and the wild type.

**Table 4:** Monosaccharide composition of SCW material of T4 SND2-OV(A) stems compared to the wild type control.

Sample	Glucose	Xylose	Mannose	Galactose	Arabinose	Rhamnose	Fucose
SND2-OV(A)	343.36 ± 1.42	109.85 ± 0.16	18.06 ± 0.04	18.59 ± 0.08	8.13 ± 0.03	12.83 ± 0.02	0.84 ± 0.01
Wild Type	344.94 ± 2.92	108.62 ± 2.71	16.82 ± 0.35	18.25 ± 0.41	7.88 ± 0.09	12.17 ± 0.18	0.88 ± 0.01
*P*-value	0.561	0.663	0.049	0.563	0.238	0.023	0.663

Values (mg/g dry weight) are expressed as the mean of three biological replicates plus or minus the standard error of the mean. *P*-values are based on paired two-tailed Student's t-tests between SND2-OV(A) and the wild type.

### Induced somatic overexpression of *SND2 *in *Eucalyptus *stem sectors

Compared to herbaceous annuals such as *Arabidopsis*, woody perennials devote a larger proportion of carbon allocation to xylem formation. We therefore examined the effect of *Arabidopsis SND2 *overexpression on xylem fibre characteristics in *Eucalyptus *trees by Induced Somatic Sector Analysis [42]. Stems were transformed with a pCAMBIA1305.1 construct (containing the *β*-glucuronidase or 'GUS' reporter gene) overexpressing *SND2*. Tree stems were harvested after 195-210 days, transgenic sectors were identified in the cross-sections via GUS reporter staining, and etched to delineate the transgenic sectors prior to SEM analysis (Additional file 1, Figure S7).

Fibre dimensions were measured from SEM micrographs as a percentage change between eleven transgenic sectors and adjacent wild type sectors for the *SND2-*overexpressing gene construct, as well as nine empty vector control (EVC) sectors expressing only the GUS reporter. Fibre cell area (i.e. average fibre cross-section area) was significantly increased in SND2-OV sectors compared to EVC sectors (Table 5, *P *= 0.042), demonstrating that *SND2 *influences fibre development in *Eucalyptus*. Fibre cell wall area and lumen area, which comprise fibre cell area, were marginally increased in *SND2*-overexpressing sectors relative to EVC sectors, but the differences were not statistically significant for these individual parameters. However, since the increase in cell wall area in *SND2-*overexpressing sectors was close to significant (*P *= 0.066), it is reasonable to suggest that the increase in fibre cell area was mainly due to a cell wall area increase rather than a lumen area contribution. Measurement of fibre cell area in the *Arabidopsis *T4 and T1 SND2-OV lines revealed no significant differences relative to the wild type (not shown).

**Table 5:** Change in fibre SCW thickness, cell wall area, fibre cell area and lumen area of *Eucalyptus *sectors overexpressing *Arabidopsis SND2*.

Sample	Cell wall thickness (%)	Cell wall area (%)	Fibre cell area (%)	Lumen area (%)
SND2-OV	9.99 ± 2.34	14.60 ± 2.64	14.41 ± 2.44	9.68 ± 4.65
EVC	5.54 ± 4.33	6.16 ± 4.98	5.04 ± 4.84	3.78 ± 7.13
*P*-value	0.177	0.066	0.042	0.241

*SND2-*overexpressing (SND2-OV) and empty vector control (EVC) sector values are expressed as a percentage change relative to non-transformed tissues. Measurements were obtained from 11 (SND2-OV) and 9 (EVC) transgenic-nontransgenic control sector pairs from two F1 *Eucalyptus *hybrids. *P *values are based on one-tailed Student's t-test.

## Discussion

A role for *SND2 *in regulating *Arabidopsis *fibre SCW formation was previously suggested by studies establishing it as an indirect target of SND1, a master regulator of fibre SCW development [18,20-22,28]. In promoter transactivation experiments, *SND2 *was implicated in the regulation of cellulose (*CesA8*), but a role in regulating hemicellulose or lignin biosynthesis seemed unlikely [21]. A particularly interesting finding was a fibre cell-specific increase in SCW thickness when *SND2 *was constitutively overexpressed, mirrored by decreased fibre SCW thickness in dominant repression lines [21]. The proposed role of SND2 in *Arabidopsis *fibre SCW formation has not been independently validated and the full suite of genes regulated by SND2 has not been elucidated. To address this, we performed microarray analysis on a homozygous *SND2 *overexpressing line, SND2-OV(A), which also exhibited significant upregulation of the *CesA8 *gene.

TFs have been shown to activate novel targets when ectopically expressed. A striking example was described by Bennett *et al. *[40] for NAC TFs regulating primary cell wall modification in the root cap. Overexpression in stems caused ectopic lignification and ectopic expression of SCW genes [40]. Our microarray results therefore likely include direct and indirect targets of SND2, as well as genes misregulated due to the ectopic overexpression of *SND2*. To discriminate native targets of SND2, we defined a subset of genes (SND2∩Ko) regulated by SND1 [28] that were also found to be differentially expressed in this study (Table 1). We reasoned that obtaining the SND1 subset of targets would be a robust approach for reducing ectopic noise, because *SND2 *is indirectly, but strongly activated by SND1 [21,28] and native SND2 targets should therefore be a subset of the SND1 targets. Further support for defining these seventy five genes as putative SND2 targets was provided by the finding that a large proportion (71%) of genes co-regulated (R > 0.9) with *SND2 *in a large compendium of AtGenExpress microarray experiments were included in the SND2∩Ko set (Table 2). Recently, Zhong *et al. *[43] demonstrated transactivation of poplar *CesA4*, *CesA8*, GT43 and GT47 family gene promoters by a poplar co-ortholog of *SND2*, providing a third line of evidence that *SND2 *regulates SCW-associated genes.

The SND2∩Ko set (Table 1) prominently included genes involved in SCW biosynthesis, transcriptional regulation and signalling. Amongst the SCW-associated genes, *CesA4*, *CesA7 *and *CesA8 *are involved in SCW cellulose biosynthesis [44-46]. *COBL4 *and its orthologs also appear to be involved in SCW cellulose formation [47,48], and recently a homolog of *TRICHOME BIREFRINGENCE*, *TBL3 *(AT5G01360), was shown to affect secondary cellulose deposition and possibly SCW structure through alterations in pectin methylesterification [49]. *PARVUS*, *IRX8 *and *IRX10 *are required for xylan biosynthesis in SCWs [50-53]. 

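The 5 measured xylan genes had mean log2 ratios above 0 at 8 weeks, of different sizes. IRX15 (AT3G50220), a DUF579 protein needed for xylan, had a log2 ratio of 0.64 ± 0.47 (SD, n = 3) and was higher in all 3 replicates. Its paralog IRX15L (AT5G67210) had 0.28 ± 0.27, with 0.31 in replicate 1, 0.00 in replicate 2 and 0.54 in replicate 3. IRX15 exceeded IRX15L in each replicate, by 0.38, 0.14 and 0.54. PGSIP1 (AT3G18660), a glucuronosyltransferase of xylan, had 0.66 ± 0.34, GXM1 (AT1G33800), a methyltransferase of xylan that Table 1 lists as unknown, 0.63 ± 0.67, and IRX10L (AT5G61840), a xylan synthase, 0.17 ± 0.39, with 2 of 4 arrays below 0. The adjusted p over all probes was 0.99 for each of the 5 in limma. As a set, the 3 named by the annotation had an adjusted p = 0.00218 in camera at the preset correlation, but the call was lost with an estimated correlation (adjusted p = 0.213) and without replicate 3 (adjusted p = 0.103). PGSIP1 and GXM1 are named only through Additional file 2, which holds genes over 1.5-fold, so that neither was free to lie near the wild type. The other 20 genes of the xylan list have no named probe here.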

*IRX15 *and *IRX15L*, encoding functionally redundant DUF579 proteins, were recently shown to be essential for normal xylan biosynthesis [54,55], but only the former was upregulated in SND2-OV(A) stems (Table 1). *PGSIP1 *and *UXS3 *are co-expressed with xylan synthases, with good evidence supporting a xylan α-glucuronosyltransferase function for *PGSIP1 *[56] and a UDP-xylose synthase function for *UXS3 *[57,58]. As shown previously [21], *SND2 *did not activate the xylan-associated *IRX9 *gene in this study, nor did it activate lignin-associated *4CL1*. *LAC4 *and *LAC17 *encode laccases, an enzyme group that has been linked to SCW lignin polymerization [59]. *LAC4 *and *LAC17 *are regulated by lignin-specific TFs MYB58 and MYB63 [60] and were also recently shown to affect lignification in *Arabidopsis *xylem, with *LAC17 *specifically implicated in G-lignin polymerization in IFs [61]. Our results (Table 1) thus suggest an additional role for *SND2 *in the regulation of lignification distinct from that of monolignol biosynthesis.

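Of the laccases, copper enzymes that oxidize monolignols, 3 of 17 had a named probe at 8 weeks. LAC4 (AT2G38080) had a log2 ratio of 0.82 ± 0.33 (SD, n = 3) and LAC17 (AT5G60020) 0.67 ± 0.53, both higher in all 3 replicates. LAC4 stood at 0.96 in replicate 1, 0.44 in replicate 2 and 1.06 in replicate 3, so that its increase did not rest on replicate 3 alone. LAC9 (AT5G01050) had -0.01 ± 0.15, and was above 0 once arrays were centred or scaled. In limma 0 laccases passed over all probes (adjusted p = 0.99 for LAC4), and 2 had an unadjusted p under 0.05. The same 2 passed when adjusted over the list alone, but both are named here only because Additional file 2 lists them.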

Several TFs were upregulated in the SND2∩Ko set (Table 1). ANAC019 regulates biotic and abiotic stress responses [62,63]. AT4G17245 is a C3HC4 RING-type zinc finger gene of unknown function. However, at least one C3HC4 gene, AT1G72220, has been previously implicated in SCW formation [47]. We observed upregulation of *RAP2.6L*, an ethylene response factor involved in shoot regeneration and abiotic stress response [64,65]. 

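MYB103 (AT1G63910), a MYB transcription factor that activates secondary wall genes, was higher in SND2-OV(A) stems at 8 weeks. Its log2 ratio was 0.87 ± 0.68 (SD, n = 3), a fold change of 1.83, with 0.70 in replicate 1, 0.30 in replicate 2 and 1.62 in replicate 3. At 4 weeks it had 0.07 ± 0.11. The adjusted p was 0.99 over all probes in limma at 8 weeks. It is the only one of 30 transcription factors of the secondary wall with a named probe, and it is named through Additional file 2. The other 29, SND1 among them, were not analysed.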

The upregulation of *SND1 *and *MYB103 *in SND2(OV) plants was unexpected. SND1, a master activator of SCW biosynthesis in fibres [18,20-22,28], is expected to be upstream of SND2 in the transcriptional network. It also seems intuitive that *SND2 *acts downstream of *MYB103*, since *SND2 *is an indirect target of SND1, whilst *MYB103 *is a direct target of *SND1 *[21]. A positive feedback loop may exist through which upregulation of *SND2*, or another TF (Table 1), promotes *SND1 *expression.

Recently, a signal transduction pathway based on a mammalian signalling model was proposed for SCW biosynthesis in *Arabidopsis *and rice (Figure 4 in [56]). Differentially expressed genes in SND2∩Ko included those encoding the principal proteins of this machinery (Table 1), namely *FLA11/FLA12*, *CTL2 *(AT3G16920), an LRR kinase (AT1G08340), Rac (AT2G36570), IQ (*IQD10*, AT3G15050) and RIC (AT1G27380). 

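The measured genes of this signalling model, and a kinase gene that the paper adds as a possible member, were higher at 8 weeks, mostly through replicate 3. FLA11 (AT5G03170) and FLA12 (AT5G60490), fasciclin-like arabinogalactan proteins of the stem, had log2 ratios of 0.78 ± 0.90 and 0.87 ± 1.07 (SD, n = 3), and CTL2, a chitinase-like protein of cellulose deposition, 0.77 ± 1.04. The kinase gene AT1G56720, which the paper names only as possibly involved, had 0.50 ± 0.54. Of 9 genes, which include 2 kinases of this kind, these 4 had a named probe. FLA11, FLA12 and CTL2 are named only through Additional file 2, and AT1G56720 stands in Table 1. The study chose these genes on the same samples, so that their direction is not independent evidence. The median of the 4 genes was 0.50 in replicate 1, 0.04 in replicate 2 and 1.81 in replicate 3. The increases of FLA11, FLA12 and CTL2 are thus no larger than their spread between replicates. FLA2 (AT4G12730), outside the model and also named only through Additional file 2, had a steadier 0.74 ± 0.35. Of the 4 genes, limma called 0 over all probes or adjusted over the list alone, and 0 had an unadjusted p under 0.05.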

*CHITINASE-LIKE 2 *(*CTL2*), which lacks chitinase or chitin-binding activity [66], might interact with *FLA11/12 *in a similar way to the interaction of mammalian chitinase-like protein SI-CLP with a fasciclin domain-containing transmembrane receptor, Stabilin-1 [56,67]. Two additional kinases (AT1G09440 and AT1G56720, Table 1) could possibly be involved in this signalling cascade. Based on these findings, we propose a revised model for the role of SND2 in the transcriptional network underlying fibre SCW deposition (Figure 5). Under this model, SND2 directly or indirectly upregulates the genes associated with this signalling machinery. The nature of this regulatory relationship remains to be resolved.

**Figure 5:**
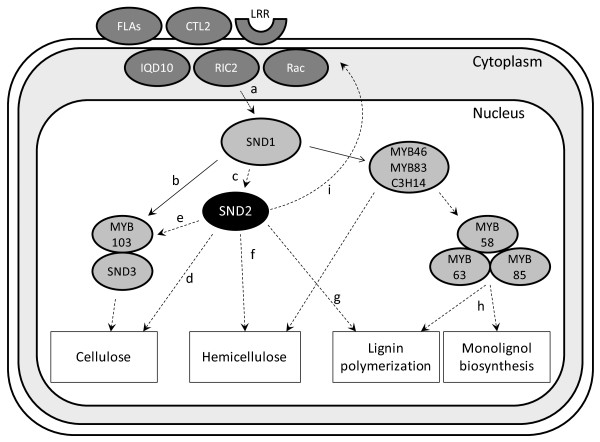
**Proposed model of SND2-mediated SCW regulation in IFs**. Solid lines indicate known direct protein-DNA interactions. Dashed lines indicate direct or indirect protein-DNA interactions. Master regulator SND1 is activated by a signal transduction pathway proposed by Oikawa *et al. *[56] (a). SND1 directly activates transcription of *MYB103 *and *SND3 *(b), and indirectly activates *SND2 *through an unknown intermediate (c; [21]). SND2 activates cellulose-synthesizing *CesA*s, either directly (d) or through the activation of *MYB103 *(e), which is known to activate SCW cellulose gene, *CesA8 *[21]. SND2 regulates hemicellulosic genes (f; Table 1), independently to a similar role played by direct SND1 targets *MYB46*, *MYB83 *or *C3H14 *[76-78]. SND2 plays a role in lignification through activation of lignin polymerization genes *LAC4 *and *LAC17 *(g; Table 1), but it does not regulate monolignol biosynthetic genes as is the case for MYB58, MYB63 and MYB85 (h) [21,60]. SND2 activates transcription of GPI-anchored *FLA11/FLA12*, *CTL2 *and other components of the signal transduction pathway (i), which leads to upregulation of *SND1 *(a).

Despite the upregulation of the associated biosynthetic genes, we did not observe corresponding relative increases in glucose (i.e. cellulose) or xylose (i.e. xylan) content per unit mass (Table 4). There may not be a direct relationship between *CesA *expression and cellulose content, as evidenced when *SND1 *is overexpressed [28]. However, we found that mannose and rhamnose content of stems were significantly increased in SND2-OV(A) by 7.4% and 5.4%, respectively (Table 4). 

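Of the genes for mannan synthases, CslA9 (AT5G03760) was higher and CslA3 (AT1G23480) lower in SND2-OV(A) stems at 8 weeks. CslA9 had a log2 ratio of 0.73 ± 0.68 (SD, n = 3), with 0.20 in replicate 1, 0.50 in replicate 2 and 1.49 in replicate 3. CslA3 had -0.83 ± 1.18, of which most came from 1 array of replicate 1 at -3.91, while its dye-swapped partner gave -0.47. The other replicates of CslA3 gave -0.14 and -0.16. These were the 2 measured genes of a list of 11 for mannan, and CslA9 is named only through Additional file 2. In limma 0 of the 2 passed over all probes or adjusted over the list alone, and 1, CslA9, had an unadjusted p under 0.05.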

The increase in mannose could be explained by the upregulation of *CslA9 *(Table 1), since CSLA proteins encode β-mannan synthases [68,69]. Rhamnose and mannose were also reported to be increased due to *SND1 *overexpression [28].

Although we found no effect on fibre SCW thickness in homozygous SND2-OV lines A and B, the fibre SCW thickness of line C was significantly and reproducibly decreased relative to wild type (Figure 3; Additional file 1, Figure S4). Because line C exhibited the highest *SND2 *transcript abundance amongst the homozygous lines (Additional file 1, Figure S1), we confirmed using several T1 *SND2*-overexpressing lines, with *SND2 *transcript far exceeding that of SND2-OV(A), that strong *SND2 *overexpression reduces fibre SCW thickness (Figure 4). This phenotype resembles the dominant repression phenotype of *SND2*, rather than the overexpression phenotype, reported previously [21]. However, due to the stable expression of *SND2 *transcript in all transgenic lines (Additional file 1, Figure S1; Figure 4), this cannot be explained by co-suppression. Interestingly, a similar paradox has been observed for *SND1 *overexpression [20,28], where excess levels of this transcriptional activator were reported to have an indirect repressive effect. We suggest that this phenomenon could be attributed to gene dosage effects, where a stoichiometric increase in one TF protein leads to a decreased molar yield of a multi-protein complex, and greater yield of incomplete intermediates (reviewed by Birchler *et al. *[70]). Such a phenomenon could also explain the observation that *CesA8 *upregulation was restricted to the most moderate *SND2*-overexpressing line, SND2-OV(A). Notably, the transgenic lines in our study expressed *SND2 *at least an order of magnitude greater than the ~16-fold expression levels reported for lines with increased fibre wall thickness by Zhong *et al. *[21]. This is likely due to a double, rather than a single, *CaMV 35S *promoter in the pMDC32 vector driving *SND2 *overexpression in this study. Because we failed to identify SND2-OV lines with *SND2 *abundance near the range of 16-fold, we cannot preclude that limited *SND2 *overexpression may increase fibre SCW thickness.

Interestingly, when we overexpressed *Arabidopsis SND2 *in *Eucalyptus *xylem (Table 5), we observed a phenotype in better agreement with that previously reported for *Arabidopsis *[21]. *SND2 *overexpression in *Eucalyptus *significantly increased fibre cell area, likely due to increased cell wall area (Table 5). Because our assessment of *SND2 *overexpression in multiple independent events in both *Arabidopsis *and *Eucalyptus *contrast not only with each other but also with that of Zhong *et al. *[21], our results suggest that the phenotypic effects of *SND2 *gain-of-function mutagenesis are intrinsically variable. The positive effect of *SND2 *overexpression on *Eucalyptus *fibre development could be the result of a greater tolerance in *Eucalyptus *to high-abundance SND2 and/or SND2 co-regulator levels in woody xylem, since more carbon is allocated to SCW biosynthesis in *Eucalyptus *than in *Arabidopsis*. Alternatively, *SND2 *transcript levels remained moderate in *Eucalyptus*, a possibility that cannot be explored using the Induced Somatic Sector Analysis technique.

In addition to the requirement of the appropriate level of SND2 abundance in *Arabidopsis*, spatial and temporal expression of a co-regulator(s) is a further requirement. The fibre-restricted SCW phenotype of *SND2 *overexpression observed in *Arabidopsis *by Zhong *et al. *[21] illustrates the requirement of a spatially regulated co-regulator(s) for SND2 to activate its targets, which is presumably also expressed in fibres. Our results support this observation. Due to the fact that none of the genes differentially expressed at eight weeks (Table 1) were differentially expressed in four week stems (Additional file 4), we further suggest that the co-regulator(s) is temporally regulated, and that the temporal regulation of the co-regulator(s) may be a limiting factor that constrains the ability of SND2 to activate its native target genes at four weeks.

## Conclusions

Our results suggest that *SND2 *regulates genes involved in cellulose, mannan, and xylan biosynthesis, cell wall modification, and lignin polymerization, but not monolignol biosynthesis. SND2 also promotes upregulation of a relatively small number of TFs, amongst them *MYB103 *and *SND1*. We implicate *SND2 *in the unexpected regulation of the machinery of a signal transduction pathway proposed for SCW development [56] and propose a model in which SND2 occupies a subordinate but central position in the transcriptional regulatory network (Figure 5), with possible indirect positive feedback to higher regulators and signalling pathways. Our data support the role of *SND2 *in fibre SCW transcriptional regulation, but our study suggests that, at excessive levels of overexpression, *SND2 *has a negative effect on IF SCW deposition. This phenomenon requires further investigation. We postulate that *SND2 *overexpression could increase SCW deposition within a limited range of overexpression, relying in part on the abundance of additional regulator proteins. However, we show that *SND2 *overexpression has the potential to enhance fibre development in *Eucalyptus *trees, an important commercial forestry crop.

## Methods

### Plant growth conditions

*Arabidopsis thaliana *Columbia (Col-0) plants were grown in peat moss bags (Jiffy Products International AS, Norway) under a 16 h day artificial light regime, at ~22°C and ~75% humidity with weekly fertilization. Where applicable, hygromycin selection was performed for ~14 days before transferral of seedlings to peat moss bags. The stated age of the plants is inclusive of the hygromycin selection period.

### Generation of overexpression constructs and transformation

The coding sequence of *SND2 *(AT4G28500) was amplified (forward primer, 5'-ATGACTTGGTGCAATGACCGTAG-3', reverse primer 5'-TTAAGGGATAAAAGGTTGAGAGTCAT-3') from *Arabidopsis thaliana *Col-0 inflorescence stem cDNA. The amplicon was gel-purified with the MinElute Gel Extraction Kit (Qiagen, Valencia, CA) and cloned into pCR8/GW/TOPO as per the manufacturer's instructions (Invitrogen, Carlsbad, CA). The sequenced insert was transferred to pMDC32 and pCAMBIA1305.1 [35] using the Gateway LR Clonase™ II Enzyme Mix (Invitrogen). The construct was introduced into *Agrobacterium tumefaciens *strains LBA4404 and AGL1 for pMDC32 and pCAMBIA1305.1 constructs, respectively, followed by *Agrobacterium-*mediated transformation of *Arabidopsis thaliana *Col-0. After surface sterilization, transgenic seed was selected on 0.8% agar containing 20 μg/ml Hygromycin B. The seeds were artificially stratified at 4°C for 2-4 days prior to germination at 22°C under artificial illumination.

### Microarray analysis

For the eight-week experiment, T4 seedlings were selected on hygromycin for two weeks and grown in peat moss bags for six weeks. For the four week experiment, no selection was employed; homozygous T4 seeds were germinated directly on peat moss. Each of three biological replicates consisted of ten or six plants in the four and eight week experiments, respectively. Stem tissues were collected on the same day between 08:30 and 11:00, flash-frozen in liquid nitrogen and stored at -80°C. Total RNA extracted from the bottom 100 mm of the primary inflorescence stems was treated with the RNase-free DNase Set (Qiagen) and genomic DNA contamination assessed by PCR using intron-spanning primers. RNA integrity was quantified using the Experion™ instrument (Bio-Rad Laboratories, Inc.). cDNA synthesis and cyanine dye coupling were performed as prescribed by the African Centre for Gene Technologies (ACGT) Microarray Facility (available at http://www.microarray.up.ac.za/MA008_indirect_labelling_version3.pdf).

Microarray hybridization was performed using the *Arabidopsis thaliana *4 × 44k DNA microarray V3 (Agilent Technologies, Santa Clara, CA), as described by the manufacturer's instructions, but substituting cRNA with cDNA. Dye-swaps were employed to correct for fluorophore bias. Slides were scanned using an Axon GenePix 4000B instrument (Axon Instruments, Foster City, CA, USA). Features were extracted using Axon GenePix Pro software (v6.0) and imported into limma (linear models for microarray data) [71]. Data were normalized in R as described by Crampton *et al. *[72], with linear models based on the comparison between SND2-OV(A) and the wild type, analyzing each time point independently. Significant DEGs were defined as those with P_c_-value < 0.05, where P_c _is the False Discovery Rate. Raw data files of all the microarray experiments are available from the Gene Expression Omnibus http://www.ncbi.nlm.nih.gov/projects/geo/, under accession number GSE29693.

Differentially expressed genes were subjected to an anatomical meta-analysis of expression in selected *Arabidopsis *tissues by hierarchical clustering (Pearson correlation) in the Genevestigator V3 public microarray database [39]. Only high quality ATH1 22k arrays, and probe sets highly specific for a single gene, were selected for analysis.

### Reverse Transcription Quantitative Polymerase Chain Reaction (RT-qPCR) analysis

The quality of total RNA extracted from lower inflorescence stems was assessed by Experion™ analysis (Bio-Rad Laboratories, Hercules, CA). First-strand cDNA synthesis from genomic DNA-free RNA was performed using the Improm-II™ Reverse Transcriptase cDNA synthesis kit (Promega, Madison, WI) and cDNA purified using the RNeasy Mini Kit (Qiagen). RT-qPCR reactions were quantified using the LightCycler 480 system [45 cycles of 95°C denaturation (10s), 60°C annealing (10s) and 72°C extension (15s)] (Roche GmbH, Basel, Switzerland). Primer sequences that were used for each gene target are listed in Additional file 3, Table S2. LightCycler 480 Software v. 1.5.0. (Roche) was used for second derivative maximum value calculation and melting curve analysis. Statistical analysis was performed with Biogazelle qBasePLUS [73].

### Microscopy

For light microscopy, the lower ~5 mm of the primary inflorescence stem was fixed in formaldehyde/glutaraldehyde buffer (3.5% and 0.5% v/v, respectively) for up to five days and dehydrated in an ethanol series before embedding in LR White™ resin. Stem sections of 0.5 μm thickness were visualized with Toluidine Blue. Micrograph measurements were performed using ImageJ software (National Institutes of Health, http://rsbweb.nih.gov/ij/), using the polygon tool for cell area measurements. For SEM, 90 nm thick epoxy-embedded samples were imaged following sodium methoxide etching for 1 min [74] using a LEO 1455 VP-SEM instrument (Carl Zeiss, Germany) at 5 kV.

### Klason Lignin and Cell Wall Sugar Analysis

Complete inflorescence stems from eight-week-old transgenic and wild type plants were stripped of siliques and cauline leaves and dried (100°C, 24 h). Stems from up to 24 plants were pooled for each of three biological replicates. Cell wall sugar and Klason lignin analysis were performed essentially as described by Coleman *et al *[75], using High Performance Liquid Chromatography (Dionex CarboPac PA1 4 × 250 mm) to determine carbohydrate concentrations. Triplicate technical repetitions were performed.

### Induced Somatic Sector Analysis (ISSA)

ISSA was performed as described before [42] with some modifications. Eleven ramets of each of two hybrid clones, *E. grandis *x *E. camaldulensis *and *E. camaldulensis *x *E. globulus*, were selected in early summer on the basis of good form and growth for experimentation and ten 1 cm^2 ^cambial windows were created on each plant. *Agrobacterium tumefaciens *AGL1 harbouring pCAMBIA1305.1 containing the *Arabidopsis SND2 *CDS and the *β*-glucuronidase or 'GUS' reporter gene was injected into the cambial windows. Plants were fertilised after inoculation and maintained in the glasshouse in the same condition as described previously [42] until harvest. After 195-210 days cambial windows were excised from the main stem, the phloem portion was removed and the remaining xylem tissue was washed twice with 0.1 M NaPO_4 _buffer (pH 7). Transgenic sectors were identified by GUS reporter staining. Eleven *SND2*-overexpressing and nine empty vector control sectors were analyzed. Transgenic sectors were excised in blocks of 1-3 mm^3 ^(from the cambium to wound parenchyma) using a single edge razor blade, so that the sector was located close to the middle of the block when viewed on the longitudinal tangential plane. Blocks were then sliced transversely through the middle of the sector to expose the transverse surface of the sector, and then mounted with conductive adhesive on SEM stubs. Transgenic sectors were delineated within the block by etching the borders of the GUS reporter stain with a razor blade. Blocks were desiccated overnight prior to SEM imaging. Cell morphology measurements were undertaken using the Quanta Environmental Scanning Electron Microscope (FEI, Hillsboro, Oregon) to investigate changes in cell wall thickness, cell wall area (total amount of cell wall), cell area and lumen area. Images were taken of both transgenic sector and directly adjacent non-transgenic tissue, twenty to fifty cells from the cambial surface, using the low vacuum mode. Images were then analysed using freeware Image-J http://rsbweb.nih.gov/ij/ with ten fibres measured per micrograph. For the cell wall thickness, the mean of three measurements for each cell wall were used for cell wall thickness calculations, whilst for the remaining properties one value for each fibre was sufficient. Average values were calculated for each sector and their non-transgenic control tissues and converted into percentage change values. Percentage change values between *SND2 *overexpression sectors and empty vector control (EVC) were statistically assessed with the Student's t-test.

## List of abbreviations used

DEG: differentially expressed gene(s); EVC: empty vector control; FDR: false discovery rate; GO: gene ontology; IF: interfascicular fibre; ISSA: Induced Somatic Sector Analysis; NST: NAC SECONDARY WALL THICKENING PROMOTING FACTOR; SCW: secondary cell wall; SEM: scanning electron microscopy; SND: SECONDARY WALL-ASSOCIATED NAC DOMAIN; SWN: secondary wall NAC: TF: transcription factor; VND: VASCULAR-RELATED NAC DOMAIN.

## Authors' contributions

SGH conducted the experimental work and drafted the manuscript. EM, DKB and AAM assisted with the drafting of the manuscript, conceived of the project and aided in the design and supervision of the study. AVS and GB performed the induced somatic sector analysis experiments. All authors have reviewed and approved the manuscript.

## Supplementary Material

Additional file 1 **Figure S1**. Figure S2. Figure S3. Figure S4. Figure S5. Figure S6. Figure S7. Click here for file

Additional file 2 **Microarray data of SND2-OV(A) vs. wild type (8 weeks), fold change > |±1.5|**. List of significantly differentially expressed genes of SND2-OV line A stems at 8 weeks, compared to the wild type, with fold change values larger than 1.5. Click here for file

Additional file 3 **Additional file 3, Table S1**. Additional file 3, Table S2. Click here for file

Additional file 4 **Microarray data SND2-OV(A) vs. wild type (4 weeks)**. List of significantly differentially expressed genes of SND2-OV line A stems at 4 weeks, compared to the wild type. Click here for file

# Supplementary material for: SND2, a NAC transcription factor gene, regulates genes involved in secondary cell wall development in Arabidopsis fibres and increases fibre cell area in Eucalyptus
**Source:** BMC Plant Biol. 2011 Dec 1;11:173. doi: 10.1186/1471-2229-11-173
**Supplement:** Additional file 1 — Figure S1. Figure S2. Figure S3. Figure S4. Figure S5. Figure S6. Figure S7.

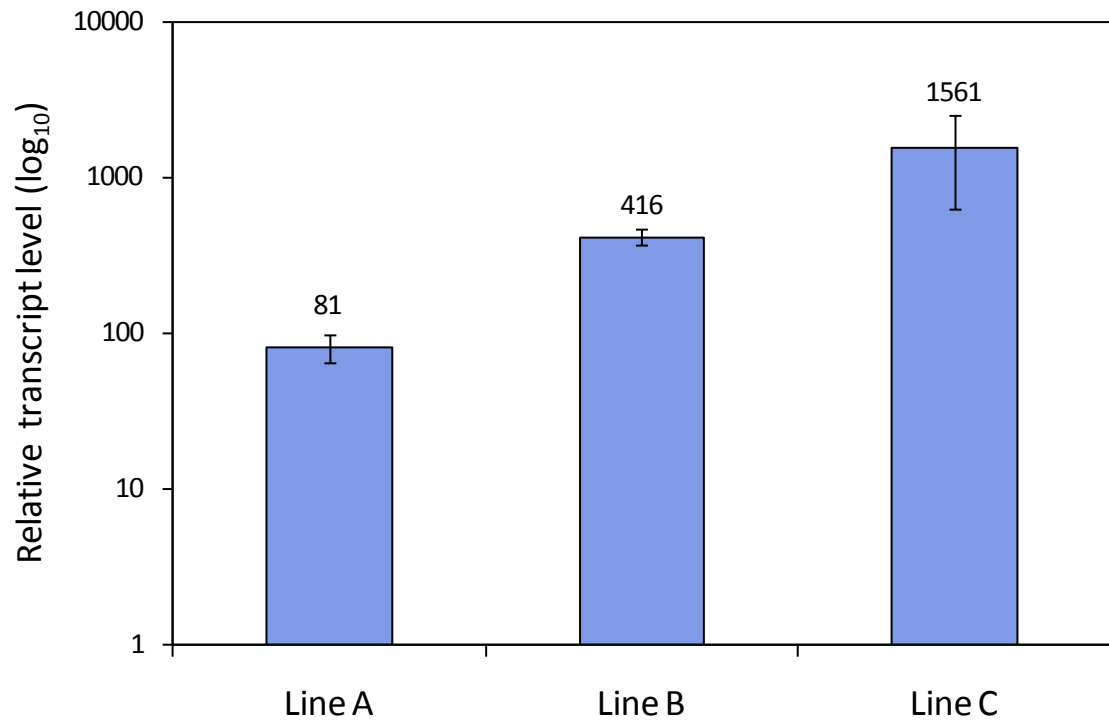

Figure S1. RT-qPCR analysis of total *SND2* transcript in lower inflorescence stems of T4 *SND2*-OV lines A, B and C, relative to the wild type. The primer pair quantifies both endogenous and transgenic *SND2* transcript. Calibrated Normalized Relative Quantity (CNRQ) values were obtained by normalizing against three control genes (*ACTIN2*, *UBIQUITIN5*, *EF1 α*). *SND2*-OV transcript levels were normalized to the wild type (assigned a value of 1) in each replicate, hence error bars indicate the standard error of the deviation from wild type across biological replicates. The means are indicated above each bar.

Previous page

Figure S2. Heat map of absolute transcript abundance of genes represented on ATH1 22k arrays, that were differentially expressed by at least 1.5-fold in SND2-OV(A) stems relative to wild type, in various *Arabidopsis* tissues and organs. Genevestigator V3 [1] was used for microarray data mining, and the anatomical cluster analysis tool was used to visualize and cluster the genes according to their tissue-specific expression patterns. Tissues/organs are staggered hierarchically, and the number of arrays on which the data are based is indicated in parenthesis. Absolute transcript values are expressed as a percentage of their expression potential (E.P.), where E.P. is the mean of the top 1% of hybridization signals for a given probe set across all arrays. The cluster highlighted in red is comprised of 18 genes, including *SND2* (AT4G28500), which displayed preferential expression in tissues and organs containing secondary cell walls.

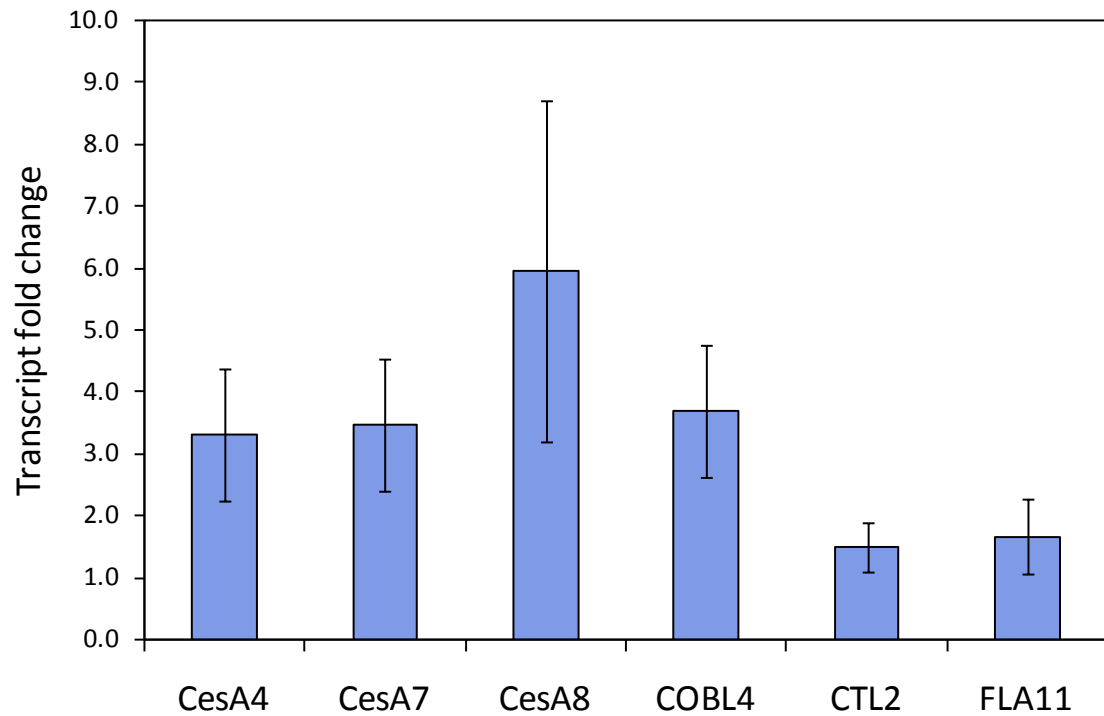

Figure S3. Fold change of RT-qPCR analysis of selected genes differentially expressed in SND2-OV(A) inflorescence stems at eight weeks, from an independent trial to that of the microarray analysis. SND2-OV(A) plants were grown alongside the wild type in three paired biological replicates, where primary inflorescence stems from ten plants were pooled per replicate. SND2-OV(A) transcript levels were normalized to the wild type in each replicate (assigned a value of 1, for each gene), hence error bars indicate the standard error of the deviation from wild type across biological replicates.

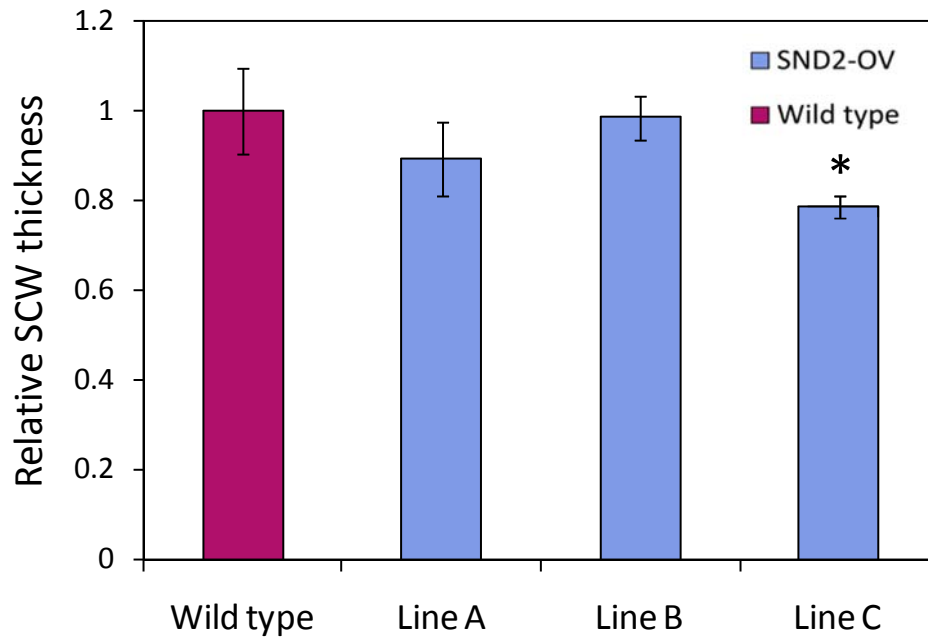

Figure S4. Relative secondary cell (SCW) wall thickness in interfascicular fibres of eight-week-old wild type and T4 SND2-OV lines, determined by light microscopy. Measurements were obtained from Toluidine Blue-stained 400X images and are normalized to wild type. Error bars indicate the standard error of the mean of three plants, where for each plant between two and five interfascicular fibre regions were measured and an average value obtained across regions (10 to 66 fibres measured per plant). Samples were obtained from an independent trial to that of the SEM analysis. *Significantly different from the wild type based on a two-tailed Student's t-test ($P < 0.05$).

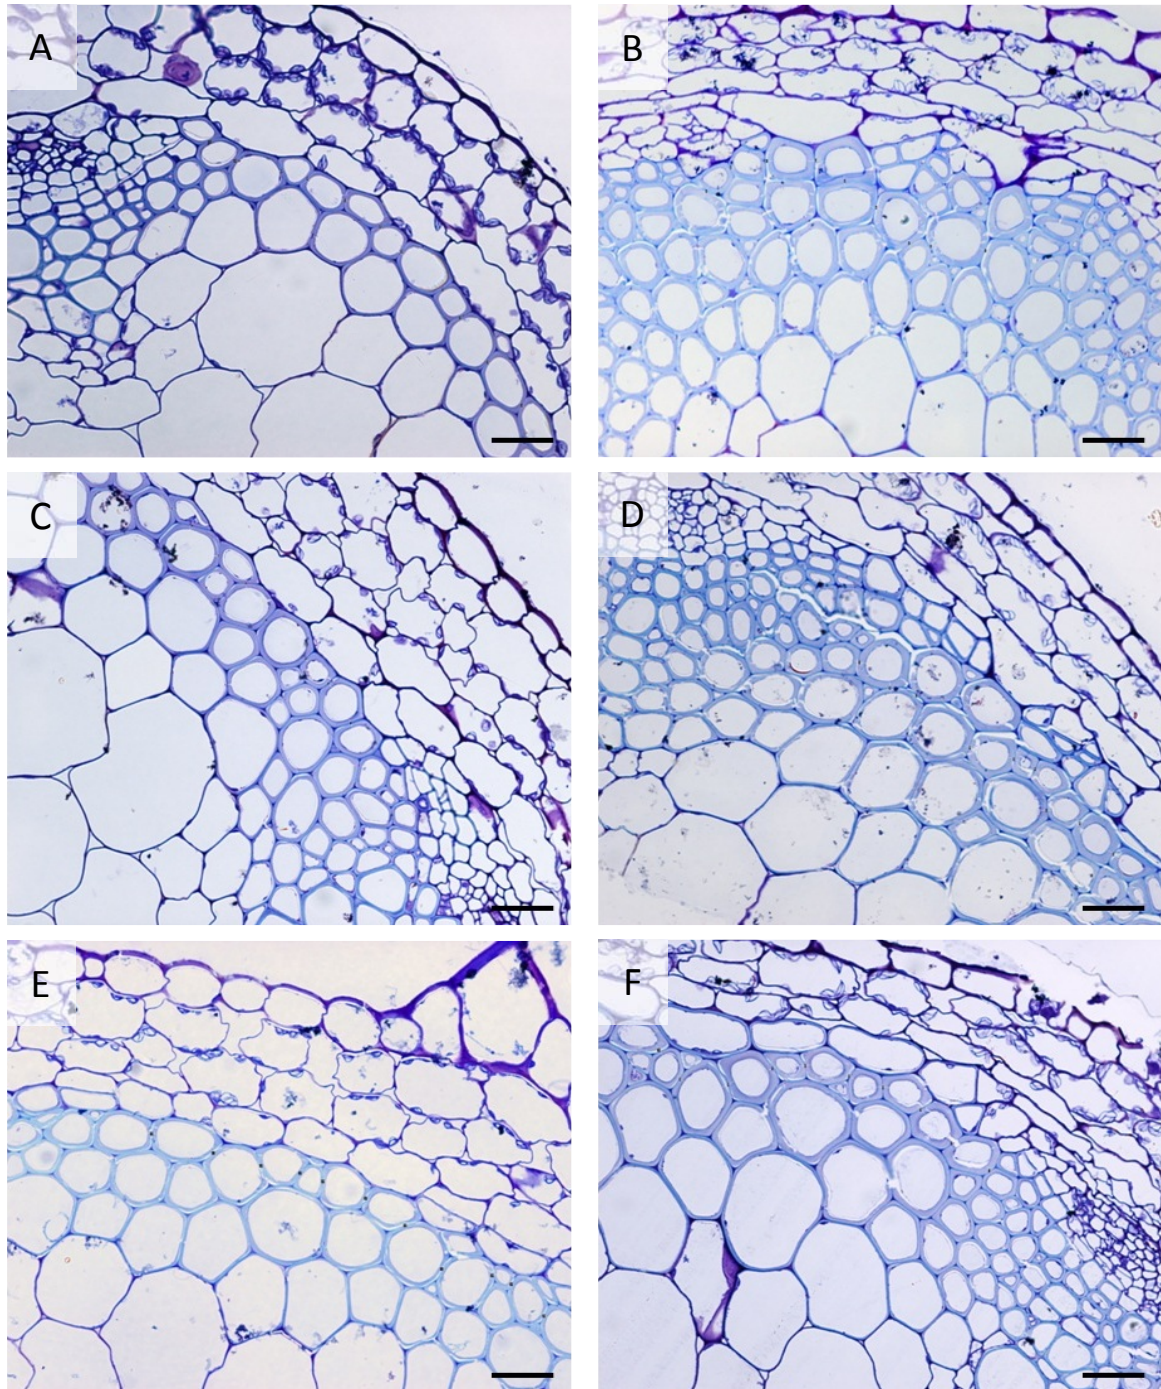

Figure S5. Light microscopy images showing decreased interfascicular fibre SCW thicknesses in T1 SND2-OV plants. Sections were stained with toluidine blue. *A, C, E*, T1 SND2-OV infllorescence stem cross-sections; *B, D, F*, wild type. Scale bars = 20 µm.

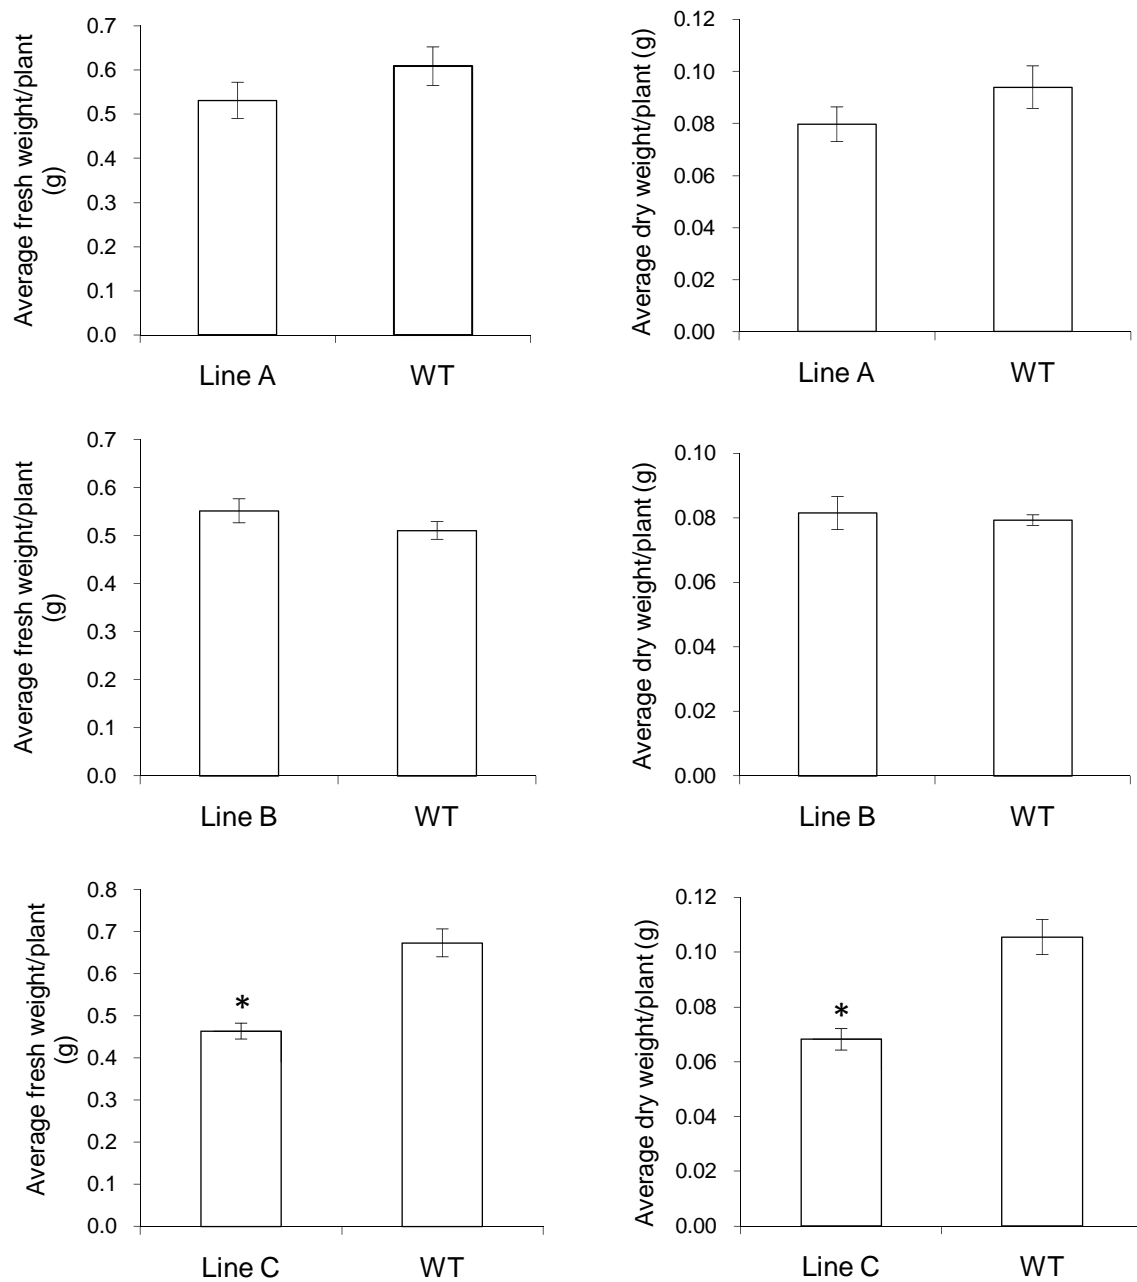

Figure S6. Fresh and dry inflorescence stem biomass of eight-week-old wild type (WT) and T4 SND2-OV lines A, B, and C. Error bars indicate standard error of the mean of three biological replicates (stems from approximately nine plants were pooled per replicate). *Significantly different from the wild type according to homoscedastic two-tailed Student's t-test ($P < 0.001$). For lines A and C, similar results were obtained in an independent trial (data not shown).

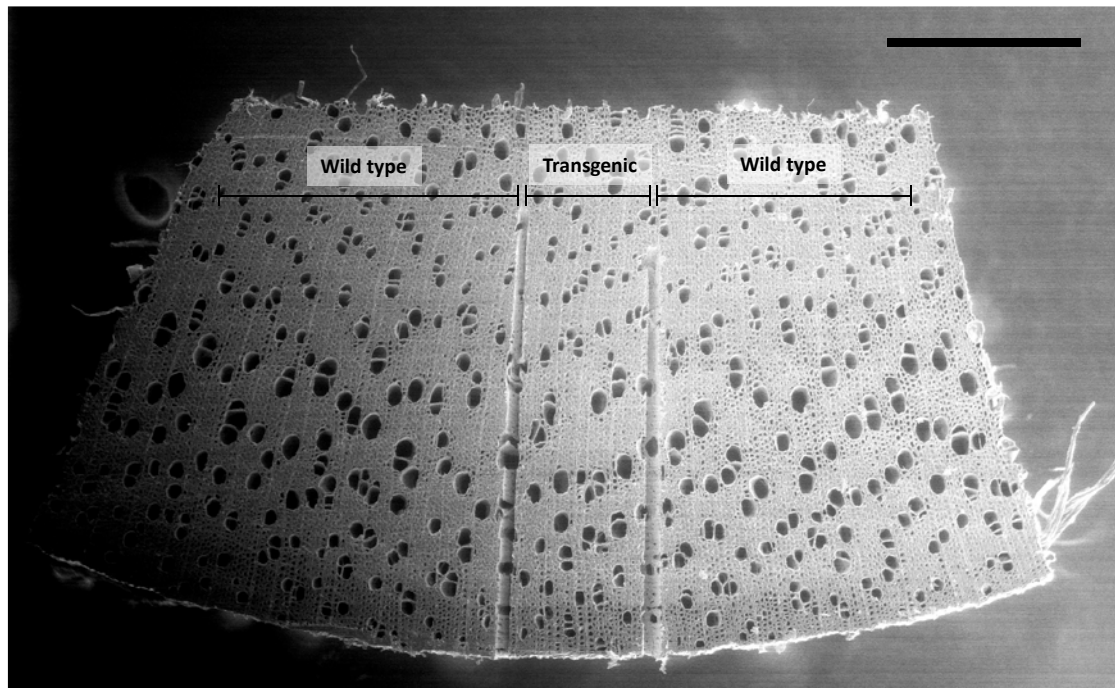

Figure S7. Scanning electron micrograph of a *Eucalyptus* induced somatic sector. The transgenic sector has been marked by etching the sample either side of the GUS reporter stain (not visible). Scale bar = 500 μm .

References

1. Hruz T, Laule O, Szabo G, Wessendorp F, Bleuler S, Oertle L, Widmayer P, Gruissem W, Zimmermann P: **Genevestigator V3: A reference expression database for the meta-analysis of transcriptomes**. *Adv Bioinformatics* 2008, **2008**:420747.

# Supplementary material for: SND2, a NAC transcription factor gene, regulates genes involved in secondary cell wall development in Arabidopsis fibres and increases fibre cell area in Eucalyptus
**Source:** BMC Plant Biol. 2011 Dec 1;11:173. doi: 10.1186/1471-2229-11-173
**Supplement:** Additional file 3 — , Table S1. Additional file 3, Table S2.

Table S1. Enriched biological processes associated with genes differentially expressed in stems of eight-week-old SND2-OV(A) plants, relative to wild type, according to the GoToolBox resource [1]. Terms exclusive to category levels higher than 6 or below level 4 were excluded for simplicity. The GO identification number and level of each biological process is also indicated.

GO ID	Level	GO Term	P-value ^a	Enrichment ^b
**Cell wall organization or biogenesis (GO:0071554)**				
GO:0009834	5	Secondary cell wall biogenesis	3.25E-08	52.33
GO:0009832	4	Plant-type cell wall biogenesis	6.23E-06	19.63
GO:0009664	5	Plant-type cell wall organization	4.52E-03	9
GO:0010382	5	Cellular cell wall macromolecule metabolic process	8.94E-03	63
**Carbohydrate metabolic process (GO:0005975)**				
GO:0044042	6	Glucan metabolic process	1.51E-05	11.42
GO:0044264	5,6	Cellular polysaccharide metabolic process	5.91E-05	8.77
GO:0005976	5	Polysaccharide metabolic process	9.55E-05	8.02
GO:0044262	4,5	Cellular carbohydrate metabolic process	3.93E-04	3.96
GO:0000271	5,6	Polysaccharide biosynthetic process	2.17E-03	7.2
GO:0034637	5,6	Cellular carbohydrate biosynthetic process	2.60E-03	5.15
GO:0016051	4,5	Carbohydrate biosynthetic process	7.81E-03	3.88
**Signalling process (GO:0023046)**				
GO:0000160	6,5	Two-component signal transduction system (phosphorelay)	3.54E-05	13.65
GO:0007242	6,5	Intracellular signalling cascade	7.05E-03	2.7
**Response to stimulus (GO:0050896)**				
GO:0051707	3,4	Response to other organism	1.84E-10	6.78
GO:0009620	4,5	Response to fungus	7.08E-08	12.04
GO:0009611	4	Response to wounding	3.76E-07	11.98
GO:0006952	4	Defence response	1.99E-06	4.04
GO:0009617	4,5	Response to bacterium	3.46E-06	7.45
GO:0009725	4	Response to hormone stimulus	4.22E-06	4.03
GO:0009723	5	Response to ethylene stimulus	5.34E-06	10.23
GO:0009751	4	Response to salicylic acid stimulus	5.81E-06	10.23
GO:0050832	5,6	Defence response to fungus	8.69E-06	12.57
GO:0009816	6,5,7	Defence response to bacterium, incompatible interaction	1.59E-05	25.2
GO:0010200	6	Response to chitin	2.28E-05	10.47
GO:0042742	5,6	Defence response to bacterium	2.48E-05	8.15
GO:0009814	5,4,6	Defence response, incompatible interaction	3.20E-05	9.92
GO:0009743	5	Response to carbohydrate stimulus	2.71E-04	6.61
GO:0010033	4	Response to organic substance	3.01E-04	6.5
GO:0009409	5,4	Response to cold	7.00E-04	5.54
GO:0009753	4	Response to jasmonic acid stimulus	7.34E-04	6.98
GO:0032870	4,5	Cellular response to hormone stimulus	9.63E-04	5.16
GO:0009755	7,6,5	Hormone-mediated signalling	9.63E-04	5.16
GO:0009733	5	Response to auxin stimulus	2.09E-03	4.38
GO:0009612	4	Response to mechanical stimulus	2.26E-03	25.2
GO:0045087	4,5	Innate immune response	3.58E-03	3.93
GO:0016046	5,6	Detection of fungus	4.49E-03	126
GO:0009266	4	Response to temperature stimulus	5.10E-03	3.63
GO:0009416	5	Response to light stimulus	5.33E-03	3.14
GO:0009314	4	Response to radiation	6.16E-03	3.06
GO:0006979	4	Response to oxidative stress	6.37E-03	4.08
**Nitrogen compound metabolic process (GO:0006807)**				
GO:0046209	4	Nitric oxide metabolic process	1.19E-04	126
GO:0006809	6,5	Nitric oxide biosynthetic process	1.19E-04	126
GO:0042128	5	Nitrate assimilation	8.70E-04	42
GO:0042126	4	Nitrate metabolic process	1.06E-03	42
**Transport (GO:0006810)**				
GO:0006869	4,5	Lipid transport	2.01E-03	5.41

Table S1. (continued from previous page)

GO ID	Level	GO Term	P-value ^a	Enrichment ^b
**Interspecies interaction between organisms (GO:0044419)**				
GO:0052095	4,6,5	Formation of specialized structure for nutrient acquisition from other organism during symbiotic interaction	4.49E-03	126
GO:0044002	5,6	Acquisition of nutrients from host	4.49E-03	126
GO:0051816	4,5	Acquisition of nutrients from other organism during symbiotic interaction	4.49E-03	126
**Biological regulation (GO:0065007)**				
GO:0009889	5,4	Regulation of biosynthetic process	6.52E-03	1.82
GO:0031326	6,5	Regulation of cellular biosynthetic process	6.52E-03	1.82
GO:0050794	4,3	Regulation of cellular process	7.83E-03	1.55
GO:0080090	5,4	Regulation of primary metabolic process	8.30E-03	1.77
GO:0030307	6,7,4,5	Positive regulation of cell growth	8.94E-03	63

^aBenjamini & Hochberg correction [2]

^bFold enrichment of each GO term is defined as the proportion of genes in the microarray dataset annotated by a GO term, relative to the genome-wide annotation of the GO term.

Table S2. Primer sequences used for RT-qPCR analysis.

Gene target	TAIR Locus	Primer sequences (5'→3')
**Target genes**		
SND2 (endogenous)	AT4G28500	Forward: TGATGAAGTTGTGAGCACTGAA<br>Reverse: TGACAAGAGACCGGAAGTGA
SND2 (total)	N/A	Forward: TCACTTCCGGTCTCTTGTC<br>Reverse: TCGTCATCTCTTACCTTGC
MYB103	AT1G63910	Forward: GTCGTCATCAACCGTCAGTA<br>Reverse: TCGATGTTGTGGTGGTAGAG
COBL4	AT5G15630	Forward: TAGAGTCCACTGGCACGTTA<br>Reverse: CCTGAAGGTCCAGCTTCCAT
CesA4	AT5G44030	Forward: TTGGTGTTGTTGCCGGAGTT<br>Reverse: AACAGTCGACGCCACATTGC
CesA7	AT5G17420	Forward: CGTTGTTGCAGGCATCTCAG<br>Reverse: AGCAGTTGATGCCACACTTG
CesA8	AT4G18780	Forward: CCGCAATCTTCATCATCGTC<br>Reverse: CCGCCATTCTCCATAAGAGT
CsIA09	AT5G03760	Forward: ACACCAAGGTCATTGCATCT<br>Reverse: TACACCGAGTTCCAACACAT
EXPA15	AT2G03090	Forward: GTCCTCCTAACAACGCTCTT<br>Reverse: CGCAACCGAATGAACATCTC
FLA12	AT5G60490	Forward: ATGTCTACAGCGATGGACAG<br>Reverse: CCATGCGAGCATTACACTCA
AGP21	AT1G55330	Forward: ATGGAGGCAATGAAGATGAAG<br>Reverse: AACATGGCAGCATCAGAAGTT
AT1G20120	AT1G20120	Forward: ACCAGTTGTACCGGCATATT<br>Reverse: TTGACATCGGTATCGCACTT
AT5G11410	AT5G11410	Forward: CACGGGTCAAGATAGCCATA<br>Reverse: GTGTTGTAGTGCTCGTCAAG
VSP1	AT5G24780	Forward: AGTCCGGAGAATCAACTCCA<br>Reverse: GTACACCACTTGCGTCAACT
AT3G01345	AT3G01345	Forward: AATGGACGCCTTGCTATCAG<br>Reverse: AGGCTTCGGTAACACCTACT
FLA11	AT5G03170	Forward: GTGGCGATGATGGAGGAGAT<br>Reverse: CAATGGCTGCAACGGTAGTG
CTL2	AT3G16920	Forward: CTGCAACAGCGGATTTCGATA<br>Reverse: AGTCACCGAACCAGAGGTTA
**Control genes**		
ACT2	AT3G18780	Forward: TGGAATCCACGAGACAACCT<br>Reverse: TGGACCTGCCTCATCATACT
EF1 α	AT1G07920	Forward: ACAGGCGTTCTGGTAAGGAG<br>Reverse: CCTTCTTGACGGCAGCCTTG
UBQ5	AT3G62250	Forward: GGTGGTGCTAAGAAGAGGAA<br>Reverse: TCGATCTACCGCTACAACAG

References

1. Martin D, Brun C, Remy E, Mouren P, Thieffr D, Jacq B: **GOToolBox: functional analysis of gene datasets based on Gene Ontology**. *Genome Biology* 2004, **5**:R101.
2. Benjamini Y, Hochberg Y: **Controlling the false discovery rate: a practical and powerful approach to multiple testing**. *Journal of the Royal Statistical Society Series B (Methodological)* 1995, **57**:289.

How the deposited data were processed for this re-analysis (not part of the article)

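Transcript levels in the lower inflorescence stem of SND2-OV(A) and of wild type Arabidopsis plants were measured on 2-colour Agilent arrays at 4 and 8 weeks of age. At each age there were 3 biological replicates, each a pool of 10 plants per genotype at 4 weeks and of 6 plants at 8 weeks, and 4 arrays, because the RNA of replicate 1 was hybridized in both dye orientations. Samples were assigned to ages, replicates and dyes from the sample labels, and pool sizes were taken from the methods. The authors scanned the slides with an Axon GenePix instrument, extracted features with GenePix Pro, imported them into limma and normalized them in R. The resulting values are log2 ratios of SND2-OV(A) over wild type per probe and array. The scale and the direction were checked against the paper's lists. The mean over 3 replicates, with the dye-swapped pair averaged first, lay within 0.001 of the log2 of the listed fold change for all 45 probes of Additional file 4 and for 188 of the 223 probes of Additional file 2.

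All 37685 probes had a value on all 8 arrays, and no filter was applied. The files hold no intensities, so a limit from the signal over background could not be set, and the precision is limited by the number of arrays. The 2 arrays of replicate 1 were averaged, which leaves n = 3 per age. For each probe, limma 3.58.1 (R 4.3.3) was fitted to the 3 ratios with an intercept only (lmFit and eBayes), and p-values were adjusted over all probes by the method of Benjamini and Hochberg. A probe passed at an adjusted p under 0.05 and a fold change over 1.5, the thresholds the paper states. The difference between the ages was tested in one limma fit of the 6 ratios. Spreads are given as the SD over 3 replicates. The replicates were separate pools of plants according to the paper.

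Genes were assigned to 7440 probes by an annotation table, and to further probes, 7628 in all, by the gene identifiers and fold changes of Additional files 2 and 4. Genes named in this second way are known here only because the study called them, so that set tests used the 7234 genes of the annotation table alone. The test was camera with a preset correlation of 0.01 and with an estimated correlation, and fry, for lists with at least 3 such genes. The gene lists were 28 lists of wall, hormone, stress and tissue genes, the genes of Tables 1 and 2 and the genes of Figure 2. These lists, the tests, the rule for the genes named in the text and all alternatives but 4 were fixed before the data were examined, although the values in the paper's tables had been seen. The rule takes every gene the paper names in its tables, in Figure 2 or in its discussion of the arrays, the 10 highest and the 10 lowest named probes at each age and the 10 largest differences between the ages, all by limma's moderated t since none passed, and the members of each list with the highest and the lowest moderated t. A further 12 families of genes, taken by gene symbol, were chosen after the data were seen.

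Alternatives covered the handling of the dye-swapped pair, a dye term, the estimate of the spread, centring and scaling of arrays, probes averaged per gene, both ages in one fit, the thresholds, the replicate number as a block and each replicate left out in turn. The fit was tested on simulated data with 200 changed probes among the 37685. Normal noise was drawn independently for each probe, with variances from the prior that limma fitted at each age to the 4 arrays with a dye term. Arrays of one replicate shared a draw, and noise of a smaller SD was added per array. The pair of replicate 1 was thus set to be close apart from dye effects, and this closeness was not fitted to the real pair. Dye effects were drawn from those fitted to the arrays. Single deviating arrays and correlation between probes were not simulated, so the rates given here need not hold for the real arrays. At 8 weeks the fit called 67.5% of probes changed by a log2 ratio of 2, 2.5% of those changed by 1, 0% of those changed by 0.585 and 0 unchanged probes. At 4 weeks it called 15% of probes changed by a log2 ratio of 2, 60% of those changed by 3, 0% of those changed by 1 or by 0.585, and 5 unchanged probes. With one common variance for all probes, 206 unchanged probes were called at 8 weeks and 176 at 4 weeks. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The test of GO classes, the public expression data, the RT-qPCR and the histology were not analysed here.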

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

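Of the tests in this part, those of the dye and of the SND2 level were chosen only after the results were seen.

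Gene sets of the cell wall differed between the ages when tested in camera with the preset correlation. The 18 annotated genes of Table 1 were higher at 8 than at 4 weeks by a mean log2 ratio of 0.308 (14 of 18 genes, adjusted p = 3.1e-07), the 6 of Table 2 by 0.214 (5 of 6, adjusted p = 0.0197), the 3 for xylan by 0.285 (3 of 3, adjusted p = 0.0282) and the 8 tubulin genes by 0.175 (7 of 8, adjusted p = 0.00978). In the same order the adjusted p = 0.0916, 0.324, 0.217 and 0.156 with an estimated correlation, so none of these calls held. The calls also ended without replicate 1 for Table 2 (0.578), xylan (0.279) and tubulins (0.0657), and without replicate 3 for the same sets (0.748, 0.377 and 0.0752). Table 1 was chosen by the study on the 8-week samples, and the 4 of its 18 genes that were not higher are listed there as downregulated.

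Among the genes taken up by the rule for named genes, 4 lay on opposite sides of the wild type in every replicate of the 2 ages. The log2 ratio at 8 minus 4 weeks was 0.415 for AT1G29670, a GDSL lipase gene, -1.453 for MLP28, 0.849 for AT2G05540, which encodes a glycine-rich protein, and 0.843 for AT5G64190. Their adjusted p was 1 in limma's test of the difference over all probes.

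Outside the genes the paper discusses, 4 probes lay over 2-fold below the wild type at both ages with one sign on all 8 arrays. These were MRD1 (AT1G53480), with a log2 ratio of -2.372 at 8 weeks, AT3G50380 with -2.218, and the unnamed probes 41788 with -1.711 and 12598 with -1.375. The values of the unnamed probes rest on 1 array of replicate 1, which gave -6.353 and -7.488.

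A wider group of probes lay on one side of the wild type at both ages. Apart from SND2, 29 probes were over 1.5-fold from the wild type at both ages with one sign in all 6 replicates. Independent ages would give 0.371 higher and 3.51 lower probes by chance, if all probes were equally variable. Probes with a wide spread pass more often at either age, so this excess cannot show that the whole group differed alike. Some lower probes rest on 1 array at an age. Probe 31380 had -10.404 on 1 array of replicate 1 at 8 weeks and 0.146 on the other. Without the wide array of replicate 1 at 8 weeks, 25 of the 29 stayed over 1.5-fold with one sign. A bias of single probes towards a dye is argued against, since each mean holds both orientations alike and the deviation of the dye-swapped arrays of replicate 1 from their mean, at the age where it was larger, came to a median of 0.269 of the change (standard error 0.23), though for 8 of the 29 it was as large as the change, as a single deviating array also gives. A response in proportion to SND2 is open, since these probes differed between the ages by a median of 0.106 in their own direction (standard error 0.093), with 20 of the 29 more changed at 8 weeks, but the paper notes a saturated SND2 signal at 8 weeks and whether it was saturated at 4 weeks is not known, so that the rise of SND2 has no known size. A stretch of the genome that differs between the line and the wild type may underlie part of the group: of 19 members with a known place 2, MRD1 and its neighbour HEI10 (AT1G53490), lie within 5 genes of each other (one-sided p = 0.054 in a permutation test of 10000 random draws, which reached 5 members at most), and this stays open, since the bound written beforehand for excluding it, a count within the range of the draws, was met but is too loose for so few members.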

How the results depend on the processing

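The fits of all 8 arrays with each replicate as a random block and of 6 ratios with a dye term, and the counts by fold change with a single array of replicate 1, were chosen only after the data were seen. Where no cause is given for a difference between settings, the cause was not tested.

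At 8 weeks the 0 probes past the threshold became 2 with both ages in one fit (MRD1 and SND2), 654 with one common variance (73 higher and 581 lower, a setting that also called 206 unchanged probes in simulated data), 753 by fold change and one sign with no p (105 higher and 648 lower), 694 and 656 by that count with only the first or the second array of replicate 1 (110 and 584, 107 and 549) and 30 with 8 arrays and a random block (19 higher and 11 lower), where the estimated correlation within a replicate was -0.2447. Leaving out one replicate gave 0 to 3 probes, 3 without replicate 1 (AT3G01345, MRD1 and SND2) and 1 without replicate 2 (SND2). At 4 weeks the 0 became 2 with 4 arrays as independent replicates, 2 with both ages in one fit, 80 with one common variance (9 and 71), 1 with probes of a gene averaged, where fewer tests were made, 337 by fold change and one sign with no p (133 and 204), 535 and 352 by that count with the first or the second array (103 and 432, 254 and 98) and 9 with the random block (5 and 4). The difference between the ages gave 413 probes with one common variance (35 and 378). With a replicate block it gave 0, as in the fit without it. Between the ages, deviations of replicates of one number correlated by -0.0198, 0.123 and 0.156, and those of different numbers by -0.2137 to 0.0779. Replicates of one number also share their dye orientation, so these values cannot tell whether the numbers pair the ages. With one common variance 10 genes of Table 1, 4 of Table 2 and 9 of Figure 2 passed at 8 weeks and 3 of Figure 2 at 4 weeks, and leaving out one replicate gave 0 to 1 of Figure 2 at 8 weeks. Counts of probes past the threshold stayed at 0 with a dye term, with arrays centred or scaled, with robust empirical Bayes, with only one array of the dye-swapped pair and with no fold threshold.

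With an estimated correlation camera's adjusted p was 0.264 and 0.277 at 8 weeks for the genes of Tables 1 and 2, and 0.0916 and 0.324 for their difference between the ages. The number of fixed lists past the threshold went from 3 to 0 at 8 weeks and from 2 to 0 for the difference. Leaving out one replicate gave 0 to 2 lists for the difference (0 without replicate 1 or 3), an adjusted p from 2.38e-08 to 0.0971 for Table 2 at 8 weeks and from 3.01e-07 to 0.748 for its difference, and from 0.296 to 0.7 for Table 1 at 4 weeks, where the mean turned positive without replicate 1. The correlation between the ages ranged from -0.0521 without replicate 1 to 0.204 without replicate 3.

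Among the values of named genes under an alternative, 487 kept their direction and their side of the threshold, 36 passed it and 21 changed sign. Leaving out one replicate, the log2 ratio at 8 weeks ranged from -0.635 to 2.089 for XTH22, -0.118 to 0.253 for TBR, -0.102 to 0.123 for COB, -0.183 to 0.224 for TUA3, -0.13 to 0.137 for HCT, -0.245 to 0.621 for AT1G22480, -0.5 to 0.376 for AT1G80170, -0.041 to 0.34 for IRX10L and -0.089 to 0.06 for LAC9. At 4 weeks it ranged from -0.008 to 0.262 for CesA8, -0.112 to 0.194 for CesA7 and -0.289 to 0.229 for PELPK1. With a dye term TUA3 was at 0.021, AT1G80170 at 0.161 and, at 4 weeks, PELPK1 at -0.03. With arrays centred TUA3 was at 0.033 and LAC9 at 0.028, and with arrays scaled at 0.016 and 0.011.

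The dye-swapped pair as a random block could not be fitted to the 4 arrays of one age. A value in at least 2 of 3 replicates changes nothing, since no value is missing. Signal over background is not known, so no limit from weak probes can be given.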

Differences from the paper's values

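The fit with a random block and the counts with a single array of replicate 1 were chosen only after the data were seen.

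The paper reports 155 upregulated and 68 downregulated genes at 8 weeks. At the thresholds it states, limma gave 0 higher and 0 lower probes here, with 1319 of 37685 at an unadjusted p under 0.05. For 4 weeks the paper reports 21 upregulated and 24 downregulated genes, and limma gave 0 and 0 here, with 374 at an unadjusted p under 0.05. An exact fit would give 1884 by chance at either age. The fit has no dye term, so dye effects can lower the counts at an unadjusted p under 0.05. Of the alternatives set before the data were examined, fold change and one sign in all 3 replicates with no p came within 1.5-fold of the paper's number of upregulated genes at 8 weeks, with 105. Its 648 downregulated probes at 8 weeks and its 133 and 204 at 4 weeks did not, and none of the other alternatives set at that time came within 1.5-fold of any of the 4 counts. The same count with only the first or the second array of replicate 1, chosen after the values were seen, also came within 1.5-fold for upregulated genes at 8 weeks, with 110 and 107, and drops 78 and 89 of the 223 probes listed.

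Some settings called probes that the paper calls. With both ages in one fit MRD1 and SND2 passed at 8 weeks and AT3G50380 and MRD1 at 4 weeks. Without replicate 1, AT3G01345, MRD1 and SND2 passed at 8 weeks, and without replicate 2 SND2. At 4 weeks AT3G50380 and SND2 passed with 4 arrays as independent replicates, and AT3G50380 passed with probes of a gene averaged. With one common variance 94 of the 654 probes past the threshold at 8 weeks and 8 of the 80 at 4 weeks are in the paper's lists. All 30 probes at 8 weeks and all 9 at 4 weeks that passed with 8 arrays and a random block, chosen after the values were seen, are in those lists, and this fit drops 193 of the 223 and 36 of the 45 probes listed.

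The sizes of the changes lay within the replicate SD of the paper's for all 223 probes of Additional file 2, all 45 of Additional file 4 and all 42 measured genes of Table 1, and every one had the paper's sign. The paper states that none of the shared genes of Table 1 was called at 4 weeks. Table 1 includes SND2, which stands in Additional file 4 and had a log2 ratio of 3.03 at 4 weeks, and none of the other 42 measured genes passed here. The paper states that IRX15 but not IRX15L was upregulated. Here neither passed, and the log2 ratios were 0.64 and 0.28.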

Other observations

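The families of genes and the tests of the dye in replicate 1, of the SND2 level, of the direction of the arrays and of other splits were chosen only after the results were seen.

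Beyond the cell wall, the paper's list for 8 weeks holds genes of nitrate assimilation and of the salicylic acid response, none of which passed over all probes. The nitrate reductase gene NIA2 (AT1G37130) and the nitrite reductase gene NIR1 (AT2G15620) were higher, with log2 ratios of 0.66 ± 0.31 and 0.63 ± 0.44 (SD, n = 3), while NIA1 (AT1G77760) was lower at -0.80 ± 0.41, each on one side of the wild type in all 3 replicates. The salicylic acid response genes PR2 (AT3G57260), PBS3 (AT5G13320) and NIMIN1 (AT1G02450) were higher at 0.64 ± 0.68, 0.62 ± 0.43 and 0.79 ± 0.98. SAG12 (AT5G45890), a protease gene of senescence, had -1.116 ± 1.248. PR2 was below the wild type in replicate 2 and SAG12 slightly above it. The probes of all these genes are named here only through Additional file 2, so that none was free to lie near the wild type, and the groups are a pattern within the paper's list. Where the annotation names further members, these did not follow: the light-harvesting gene LHCB2.4 (AT3G27690) of that file had 1.03 ± 1.02, but LHCB4.1 (AT5G01530) had -0.02 ± 0.59 and RCA (AT2G39730) 0.06 ± 0.14, and of the clock genes RVE1 (AT5G17300) had 0.69 ± 0.64 and GI (AT1G22770) -0.11 ± 0.29. In limma 0 of these genes passed over all probes. Adjusted over the list alone, 3 nitrate genes and 0 of the salicylic acid list passed, and 3 and 1 had an unadjusted p under 0.05.

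Genes of jasmonate, touch and early stress moved with single replicates. JAZ7 (AT2G34600), a repressor of jasmonate signalling, had a log2 ratio of 2.69 in replicate 3 at 8 weeks and -3.96 in replicate 2 at 4 weeks. The 4 measured jasmonate genes had a median of 2.03 in replicate 3 at 8 weeks, against -0.69 and -0.23 in replicates 1 and 2. VSP1 went the other way in replicate 3, at -2.37, while the other 3 ranged from 1.36 to 3.74, the last being ORA47 (AT1G74930), which is also in the list of touch and early stress. In both lists ORA47 alone is named by the annotation, and the other measured genes only through Additional files 2 and 4. At 4 weeks the median of the 4 jasmonate genes was -2.61 in replicate 2, 0.98 in replicate 1 and 0.58 in replicate 3. In the other lists with named genes, medians at 8 weeks were 0.06 for 3 photosynthesis genes, 0.29 for 2 clock genes, -0.11 for 3 ABA and drought genes, -0.06 for 2 auxin genes, -0.04 for 1 heat shock gene, 0.44 for 1 phloem gene, -0.07 for 1 gene of dividing cells and 0.11 for EF1A, a control gene of the RT-qPCR. No gene of the lists for vessels and cell death, cytokinin response regulators, epidermis and cuticle, or flower and seed has a named probe. The direction test of fry gave an adjusted p = 0.253 for xylan, 0.119 for wall expansion, 0.119 for tubulins and 0.33 and 0.463 for the genes of Tables 1 and 2 at 8 weeks.

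Of 12 families, the IQD genes, which encode calmodulin-binding proteins, were higher at 8 weeks as a set in camera (9 of 10 genes, mean log2 ratio 0.13, adjusted p = 0.023 at the preset correlation), but the adjusted p = 0.451 with an estimated correlation, and at the preset one 0.213 without replicate 2 and 0.266 without replicate 3. The GH9 genes, which encode endoglucanases, were higher at 8 than at 4 weeks (6 of 8 genes, mean 0.18, adjusted p = 0.0254), but the adjusted p = 0.318 with an estimated correlation, and at the preset one 0.108 without replicate 1 and 0.0924 without replicate 2.

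The probes that the paper lists at 8 weeks were most changed in replicate 3 for 159 of 223. A wider spread of that array is argued against, since 155 were still most changed in replicate 3 after all arrays had been scaled to one spread. A dye bias of these probes is argued against as well, since the Cy5 array of replicate 1 exceeded its Cy3 array in the listed direction by a median of 0.056 (standard error 0.034), where replicate 3 exceeded replicate 1 by 0.605. A response that follows SND2 is open: the listed probes had their lowest median, 0.413, in replicate 2, but the paper notes a saturated SND2 signal at 8 weeks, so the replicates cannot be ordered by SND2. Such a response and other differences between the pools, such as handling or harvest, cannot be told apart.

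Arrays of one dye orientation ran closer together than the dye-swapped arrays of one RNA. Arrays left unturned are argued against, since the SND2 probe lay above 0 on 8 of 8 arrays. A dye-specific signal of part of the probes is open: of the 2759 and 2023 probes over 2-fold towards Cy5 on the first array of replicate 1 and on replicate 3 at 4 weeks, 262 were shared, which is 1.77 times the 148 that chance gives. This value lies between the bounds set for such a signal and against it, so the overlap decides nothing. The sorting itself held over all probes at both ages. Between replicates of one orientation the Spearman correlation was 0.1669 and 0.2354 at 4 weeks and 0.3933 and 0.2423 at 8 weeks. Between replicates of opposite orientations it ranged from -0.3469 to -0.0645. Differences of single arrays unrelated to orientation are argued against by this, although each age has only 4 arrays.

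Other splits of the samples cannot tell, since the real count past the threshold was 0 and no split can give fewer. At 8 weeks all 4 arrangements of signs of the 3 replicates, the real one included, gave 0 probes past the threshold. At 4 weeks the same held for all 4. For the difference between the ages all 10 splits, the real one included, gave 0. The arrangements are also few. At an unadjusted p under 0.05 the real and the highest other counts were 1319 and 1881 at 8 weeks and 374 and 2089 at 4 weeks. For the difference they were 603 and 2542, where an exact fit would give 1884 if no probe differs. These counts cannot be compared with each other as a test of the line. Some replicates of an age carried the line in opposite dyes, and the fit has no dye term. Each arrangement thus also changes whether dye effects add up or cancel, so no conclusion is drawn from the counts.

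The p-values listed in Additional file 2 followed the size of the listed fold change, with a Spearman correlation of 0.997 across its probes, and followed the p-values computed here with one of 0.266. For Additional file 4 these were 0.952 and 0.315. Probes are not independent of each other.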
